# Spatial Organisation of Tumour cDC1 States Correlates with Effector and Stem‐Like CD8^+^ T Cells Location

**DOI:** 10.1002/eji.70011

**Published:** 2025-07-31

**Authors:** Cécile Piot, Mariana Pereira da Costa, Adi Biram, Carlos M. Minutti, Kok Haw Jonathan Lim, Mary Green, Ania Mikolajczak, Robert P. Jenkins, Lucy Meader, Michael D. Buck, Ana Cardoso, Neil Rogers, Erik Sahai, Caetano Reis e Sousa

**Keywords:** CD8 T cells, dendritic cells, spatial, tumour immunology

## Abstract

CD8^+^ T cells are central to targeting and eliminating cancer cells. Their function is critically supported by type 1 conventional dendritic cells (cDC1s), which both prime antigen‐specific CD8^+^ T cells in tumour‐draining lymph nodes (tdLNs) and sustain primed CD8^+^ T cells within tumours. Despite their importance, the spatiotemporal organisation of cDC1s within tumours and their diverse functional roles remain poorly understood. Here, we use scRNAseq and unbiased spatial analysis to construct a detailed map of cDC1 states and distribution within immunogenic mouse tumours during CD8^+^ T‐cell‐mediated rejection. We reveal two distinct cDC1 activation states characterised by differential expression of genes linked to anti‐tumour immunity, including *Cxcl9* and *Il12b*. Strikingly, *Il12b*‐expressing cDC1s are CCR7^+^ and enriched at tumour borders, where they closely associate with stem‐like TCF1^+^ CD8^+^ T cells. In contrast, CCR7^–^ *Cxcl9*‐expressing cDC1s are preferentially found within the tumour parenchyma alongside effector CD8^+^ T cells. Analysis of a published dataset of human tumours similarly reveals a spatial association between CCR7^+^ cDC1 and stem‐like TCF1^+^ CD8^+^ T cells. These findings uncover a highly spatially coordinated interaction between cDC1s and CD8^+^ T cells within tumours, shedding light on the intricate cellular dynamics that underpin effective anti‐tumour immunity.

**Abbreviations**
cDCs: conventional dendritic cells
DAMPs: damage‐associated molecular patterns
HCC: hepatocellular carcinoma
i.v.: intravenous
ISGs: interferon‐stimulated genes
PAMPs: pathogen‐associated molecular patterns
RSNs: raster scanned neighbourhoods
s.c.: subcutaneous
tdLNs: tumour‐draining lymph nodes
TME: tumour microenvironment

## 1 Introduction

Conventional dendritic cells (cDCs) are innate immune cells that play key roles in maintaining tissue homeostasis and in surveying the body for threats arising from infection and malignancy. cDCs are divided into two major subsets, type 1 and 2 cDCs (cDC1s and cDC2s, respectively) that differ in expression of innate immune receptors, antigen‐presentation capacity and other properties. As such, they can display differential abilities to prime T cells in tissue‐draining lymph nodes and to orchestrate different types of immune responses.

In the context of anti‐tumour immunity, numerous mouse studies have established a key role for cDC1s, notably in their ability to cross‐present tumour‐derived antigens to CD8^+^ T cells and elicit cytotoxic responses against tumour cells [1, 2]. cDC1s express a range of proteins that have been shown to be involved in the cross‐presentation of cellular antigens, such as DNGR‐1 (a.k.a CLEC9A) and WDFY4, both of which are crucial for anti‐tumour immunity in murine tumour models [3, 4]. cDC1s have also been shown to play key roles locally within the tumour microenvironment (TME), for example, by recruiting and coordinating the localisation and survival of intratumoural CD8^+^ T cells via production of chemokines, cytokines and local antigen presentation [5, 6, 7, 8, 9]. In human tumours, cDC1 abundance and cDC1‐associated gene expression signatures are associated with enhanced CD8^+^ T cell‐dependent tumour control [9, 10, 11, 12].

cDCs are short‐lived cells that need to be replenished by bone marrow (BM)‐derived cDC progenitors (pre‐cDCs). Pre‐cDCs enter tissues via the blood to give rise to differentiated tissue‐resident cDCs. These cDCs are largely quiescent but can become “activated” or “mature” in response to pathogen‐associated or damage‐associated molecular patterns (PAMPs and DAMPs, respectively), as well as inflammatory stimuli associated with infection, carcinogenesis or tissue damage [13]. cDC activation often manifests in enhanced antigen presentation, upregulation of co‐stimulatory molecules, production of cytokines (e.g., IL‐12) and upregulation of chemokine receptors such as CCR7, allowing cDCs to migrate to tissue‐draining LNs and instruct different types of T cell responses. While all forms of cDC activation are accompanied by phenotypic and gene expression changes, the nature of the stimulus can give rise to different “flavours” of activated cDCs [13, 14]. This includes so‐called “homeostatic maturation”, which occurs at steady state in the absence of PAMP signals and, in the case of cDC1s, is now known to be triggered by efferocytosis and consequent accumulation of cholesterol derived from apoptotic corpses [15]. “Homeostatically‐mature” cDCs upregulate CCR7 and MHC class II like their PAMP‐activated counterparts but exhibit lower expression of multiple genes associated with inflammatory responses, such as interferon‐stimulated genes (ISGs) [15, 16]. It is often assumed that PAMP‐activated cDCs are “immunogenic” while homeostatically matured cDCs are “tolerogenic” although this remains to be proven. It is likely that different cDC activation states have multiple functions that may be somewhat overlapping and context‐dependent.

In tumours, multiple factors have been suggested to induce or modulate cDC activation, including tumour‐derived DNA, type I interferons, uptake of tumour‐derived material, oxidised lipids and prostaglandin E2, to name but a few [17, 18, 19, 20, 21, 22]. Activated cDCs have been studied in human and murine tumours by scRNAseq. They include a population variably referred to as “mregDC” (for mature DCs enriched in immunoregulatory molecules), “DC3” or *LAMP3^+^* DCs [20, 23, 24]. While “mregDCs”, “DC3” or *LAMP3^+^* DCs are confusingly sometimes described as a cDC subset, it is clear that they represent an activation state that can be assumed by both cDC1s and cDC2s and is marked by expression of *Ccr7* and other canonical transcripts associated with cDC activation. CCR7 expression is important for cDC migration to the tumour‐draining lymph node [25], but, interestingly, recent studies have suggested that CCR7^+^ cDCs can also remain in tumours and perform local functions [6, 7, 26]. CCR7^+^ cDCs in tumours also produce IL‐12, which was shown to be important for reinvigorating the CD8^+^ T cell response during immune checkpoint blockade [27]. It remains unclear how activated CCR7^+^ cDC in tumours differ from CCR7^+^ cDCs observed in the steady‐state or other inflammatory contexts.

cDCs in tumours can also express interferon‐stimulated genes (ISGs). ISG‐expressing cDC2s have been shown to present tumour antigens to CD8^+^ T cells via a process called “cross‐dressing”, where they acquire intact peptide:MHC‐I complexes from cancer cells [28, 29]. ISGs expressed by some tumour‐associated cDC1s include CXCL9 and CXCL10, which are important for the recruitment and localisation of CD8^+^ T cells [8, 9, 28]. Which signals induce this cellular state in tumours remains unclear, but CXCL9 expression by cDC1s can be augmented therapeutically by increasing uptake of tumour‐derived DNA in response to TIM‐3 blockade [30].

The extent of overlap between CXCL9/CXCL10‐expressing and CCR7‐expressing tumour‐associated cDC1s, whether they represent end‐states or steps along the activation process and whether they have different functions, remains unclear. One approach to this issue is to map cDC1 states determined by scRNAseq to discrete territories within the tumour and characterise other cells in the vicinity. Indeed, despite their central role in anti‐tumour immunity, relatively little is known about how cDC1s are spatially organised within tumours to perform local functions and how these functions mirror cellular states. Here, we set out to characterise the distribution and nature of cDC1s within the tumour microenvironment. Using an immunogenic fibrosarcoma model, we found that a large fraction of cDC1s accumulates in regions rich in blood vessels and CD8^+^ T cells at the tumour borders. Two distinct cDC1 activation states are differentially associated with *Cxcl9* and *Il12b/Ccr7* expression, respectively, each localising to different regions of the tumour, with the *Cxcl9* ^+^ cDC1s being enriched in the parenchyma while the *Il12b* ^+^ cDC1s remain located at the edges. Additionally, we found that stem‐like TCF1^+^ CD8^+^ T cells are enriched in tumour‐bordering regions in association with the *Il12b/Ccr7*‐expressing cDC1s, while effector CD8^+^ T cells were enriched in the parenchyma in proximity to *Cxcl9* ^+^ cDC1s. Lastly, analysis of a published spatial transcriptomic dataset of human tumours revealed that *CCR7* ^+^ cDC1s, the human equivalent of the murine *Il12b* ^+^ cDC1s, are also preferentially associated with TCF1^+^ T cells as compared with the *CXCL9^+^* cDC1s. Overall, these results suggest that distinct cDC1 and CD8^+^ T cell states can occupy discrete territories within tumours, which may have functional implications for tumour control.

## 2 Results

### 2.1 Distribution of cDC1s in Immunogenic Tumours

Tumour‐associated cDC1s are important for CD8^+^ T cell priming in tumour‐draining lymph nodes (tdLNs) and for sustaining the activity of CD8^+^ T cells within tumours. To investigate the distribution of cDC1s during these two processes, we first characterised the kinetics of CD8^+^ T cell priming in tdLNs and expansion within tumours. We used the immunogenic fibrosarcoma cell line MCA205 LA‐OVA‐mCherry, which is highly dependent on cDC1 activity for rejection [3], and implanted the cancer cells subcutaneously (s.c.). Naïve OT‐I were injected intravenously (i.v.) on the day of tumour cell injection to quantify antigen‐specific CD8^+^ T cells in tdLNs and tumours (Figure S1A). Expansion of OT‐I CD8^+^ T cells in tdLNs was not patent at day 4 but became obvious by day 6, suggesting that a wave of priming by cDC1s occurred between days 4 and 6 (Figure 1A). OT‐I expansion continued rapidly thereafter, and a nearly 30‐fold increase in their proportion relative to total CD8^+^ T cells could be detected within tumours by day 8 (Figure 1A). Consistent with the kinetics of T cell expansion, tumours underwent rapid rejection from day 8 onwards (Figure 1B).

**FIGURE 1:**
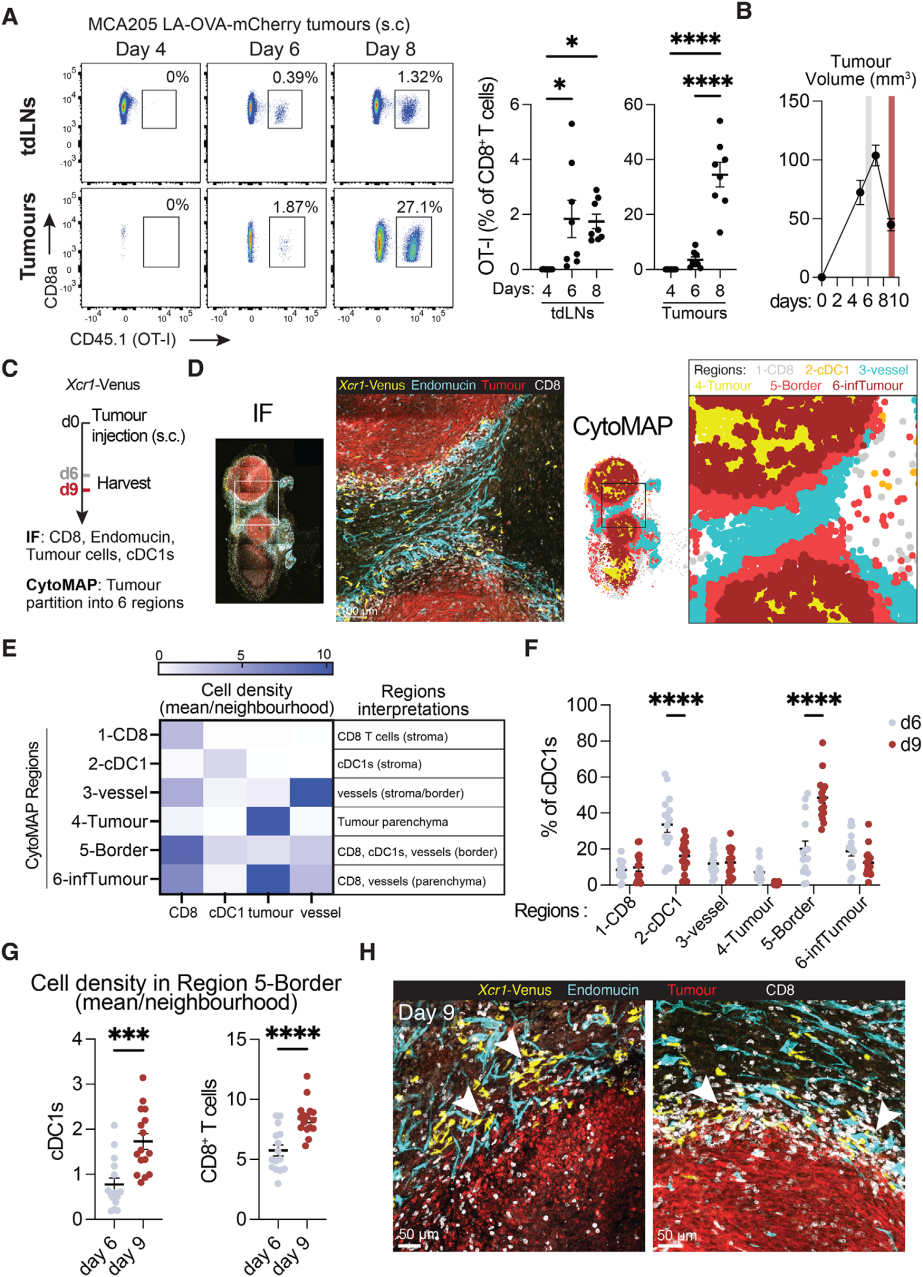
Distribution of cDC1s in immunogenic tumours. **(A)** Kinetics of OVA‐specific CD8^+^ T cell (OT‐I) priming in tdLNs and expansion within MCA205 LA‐OVA‐mCherry tumours. Naïve OT‐I CD8^+^ T cells were transferred i.v. into WT mice, and tumours were injected on the same day. TdLNs and tumours were harvested 4, 6 and 8 days later for flow cytometry analysis. Representative flow cytometry dot plots of CD8^+^ T cells (left) show the percentage of OT‐I cells amongst CD8^+^ T cells in tdLNs (upper row) and tumours (lower row) on days 4, 6 and 8. Quantifications of the flow cytometry data (right) show the percentage of OT‐I in tdLNs and tumours. Statistical analyses were performed using ordinary one‐way ANOVA comparing the mean of each time point. *n* = 8 per time point, from two experiments. **(B)** Representative tumour growth profile of subcutaneous MCA205‐LA‐OVA‐mCherry tumours up to day 9. Grey and red bars represent the time points selected to analyse cDC1 distribution in **(C)** (day 6 and day 9, respectively). *n* = 10 from one experiment. **(C)** Experimental strategy to characterise cDC1 spatiotemporal distribution in tumour. MCA205 LA‐OVA‐mCherry tumours were injected s.c. in *Xcr1‐*Venus mice and collected 6 or 9 days after for imaging cDC1s (Venus^+^ cells), CD8^+^ T cells (CD8^+^), blood vessels (Endomucin^+^) and tumour cells (mCherry^+^). 10–30 µm‐thick whole tissue sections were stained, imaged and segmented from independent tumour samples. CytoMAP was used to divide images into 50 µm‐radius raster scanned neighbourhoods (RSN). The RSN were classified into six regions based on the relative number of cDC1s, CD8^+^ T cells, vessels and tumour cells per RSN. IF = immunofluorescence. **(D)** Representative IF of a whole tumour section showing cDC1s (Venus^+^), CD8^+^ T cells (CD8^+^), vessels (endomucin^+^) and tumour cells (mCherry^+^) (left) and the corresponding 6 CytoMAP regions (right) generated based on the density (number of cells per neighbourhood) of the four cell types. **(E)** Heatmap showing the composition of the CytoMAP regions as mean number of CD8^+^ T cells, cDC1s, tumour cells and blood vessels per RSN neighbourhood classified as Regions 1–6. Regions’ interpretations are described on the right of the heatmap. Heatmap representative of three experiments with at least nine independent whole tumour sections per experiment. **(F)** cDC1 distribution across CytoMAP regions on days 6 and 9 as % of cDC1s per tumour section. All cDC1s of one tumour section were classified into one of the six CytoMAP regions, and the percentage of cDC1s associated with either region was generated for each section. Each dot represents a different whole tumour section. Data are pooled from three independent experiments with 4–6 independent whole tumour sections per time point and per experiment. Statistical analysis was performed using a two‐way ANOVA test and comparing the mean of day 6 with the mean of day 9 for each region using Šídák's multiple comparisons test. **(G)** cDC1s (left) and CD8^+^ T cells (right) density on day 6 and day 9 in Region 5‐Border, shown as mean number of cells per RSN classified as region 5. Each dot represents a different tumour sample. Data are pooled from three independent experiments with 4–6 independent whole tumour sections per time point and per experiment. Statistical analyses were performed using a two‐tailed unpaired *t*‐test. **(H)** Two representative images of IF at the tumour border region on day 9, showing cDC1s, blood vessels and CD8^+^ T cells at the tumour border. White arrows highlight regions of cDC1s, vessels and CD8^+^ T cells at the tumour border regions.

To investigate the distribution of intratumoural cDC1s during CD8^+^ T cell priming and expansion within tumours, we inoculated MCA205 LA‐OVA‐mCherry cells in *Xcr1‐*Venus mice [31] and harvested tumours on days 6 and 9 postimplantation (Figure 1C). Tumour sections were stained with antibodies to enable visualisation of CD8^+^ T cells (CD8^+^) and blood vessels (Endomucin^+^) given that some cDC1s have been reported to locate close to perivascular niches in tumours [6]. Additionally, endogenous or antibody‐amplified fluorescence was used to image tumour cells (mCherry^+^) and cDC1s (Venus^+^) (Figure 1D). To quantitatively assess the distribution of cDC1s in tumours, we used CytoMAP [32] to generate archetypal tumour‐associated regions based on the local abundance of CD8^+^ T cells, vessels, tumour cells and cDC1s (Figure 1D). Images of whole tumour sections were divided into raster scanned neighbourhoods (RSNs) of 50 µm radius, which were subsequently clustered into regions based on the cellular composition of each RSN and using a self‐organising map. To identify how many clusters should be used for the RSNs clustering, we evaluated Davies Bouldin and Calinski‐Harabasz values obtained with different numbers of clusters. Small Davies Bouldin and large Calinski‐Harabasz values correspond to better clustering results, and we identified a value of six clusters as corresponding to the “elbows” of the value plots, which marked the stabilisation of the Davies Bouldin and the Calinski‐Harabasz values to a low and a high value plateau, respectively (Figure S1B). Based on these results, the RSNs of tumour cDC1s, blood vessels, CD8^+^ T cells and tumour cells were subsequently clustered into six regions for the remainder of this study.

Using this approach, we found 6 CytoMAP regions that were common to all tumours analysed (Figure 1D). Regions 1 and 2 were largely composed solely of CD8^+^ T cells or cDC1s, respectively, and were therefore renamed “1‐CD8” and “2‐cDC1” (Figure 1E). Region 3 consisted of areas more densely populated by blood vessels and CD8^+^ T cells, while Region 4 corresponded to areas of the parenchyma with poor vascularisation and limited cDC1s and CD8^+^ T cells infiltration (Figure 1E). These were, therefore, renamed “3‐vessel” and “4‐Tumour”. Regions 5 and 6 represented regions with multiple cell types and vascularisation. Region 5 was characterised by a mix of CD8^+^ T cells, cDC1s and blood vessels at the tumour border (named “5‐Border”), whereas Region 6 corresponded to areas in the parenchyma with CD8^+^ T cells and blood vessels (named “6‐infTumour”) (Figure 1E). In line with these interpretations, the regions interaction heatmap suggested that neighbourhoods in Regions 1‐CD8 and 2‐cDC1 were mostly disconnected from the other regions, that Regions 4‐Tumour and 6‐infTumour interacted due to their proximity in the parenchyma, and that Region 5‐border shared borders with Regions 1, 2, 3 and 6 (Figure S1C).

We used these regions to examine changes in tumour composition and cDC1 localisation during initial tumour growth and rejection (days 6 and 9). Consistent with tumour rejection on day 9, we found that the fraction of neighbourhoods classified as parenchyma Region 4‐Tumour (poorly‐infiltrated in CD8^+^ T cells and cDC1s) was decreased at this time point (Figure S1D). Instead, tumours exhibited an expansion of the 5‐Border region (Figure S1D), marked by a high density of blood vessels, CD8^+^ T cells, and cDC1s. cDC1 distribution also significantly changed between days 6 and 9. On day 6, cDC1s were proportionally increased in Region 2‐cDC1, while on day 9, cDC1s were increased in Region 5‐Border (Figure 1F). cDC1s were also present in the remaining regions at lower percentages, with their distribution unchanged across these time points (Figure 1F). Interestingly, we also observed an increased density of cDC1s and CD8^+^ T cells in Region 5‐Border on day 9 (Figure 1G). This suggests that not only does this region occupy a larger proportion of the tumour, but that it also contains a higher density of cDC1s and CD8^+^ T cells. Visual inspection of tumour sections confirmed that tumour borders were characterised by high abundance of cDC1s, CD8^+^ T cells and blood vessels on day 9 (Figure 1H).

Overall, these results indicate that cDC1 localisation changes over time, which may reflect differences in cDC1 functions during CD8^+^ T cell priming versus intratumoural CD8^+^ T cell expansion. Before the emergence of primed CD8^+^ T cells, cDC1s are found preferentially sparsely in the stroma, whereas during intratumoural CD8^+^ T cells expansion, cDC1s are enriched in tumour border regions, which could help sustain that expansion.

### 2.2 cDC1s are Found in Different States in Tumours, Including Two Distinct Activation Types

To characterise putative functions and cDC1 cellular states that might be associated with these respective regions, we first characterised by scRNAseq the heterogeneity of intratumoural cDC1s. 

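The scRNAseq data analysed here are 3 droplet-based libraries, 1 per genotype, each made from a pool of mice carrying MCA205 LA-OVA tumours, a transplantable mouse fibrosarcoma that expresses the model antigen OVA. The WT library came from 37 mice (25 males and 12 females), the *sGsn-/-* library from 31 (15 males and 16 females) and the *sGsn-/- Clec9a-/-* library from 27 (10 males and 17 females), so that no genotype had a replicate library. In this assay each cell receives a barcode and each captured transcript a unique molecular identifier (UMI), and UMIs are counted so that PCR copies of a transcript count once. The authors deposited, for each library, the UMIs that Cell Ranger counted on the genes of the mm10 reference, without normalisation. These matrices held 12763 barcodes and 176578136 UMIs in the WT library, 8173 barcodes and 109270958 UMIs in the *sGsn-/-* library, and 9273 barcodes and 113411930 UMIs in the *sGsn-/- Clec9a-/-* library. The median barcode carried 13210, 11954 and 10649 UMIs, respectively. A deposited table assigned 5806 of the barcodes to the authors' cDC1 clusters. Of these, 2316 cDC1s were in the WT library with 32676177 UMIs, 1712 in the *sGsn-/-* library with 23563047 UMIs and 1778 in the *sGsn-/- Clec9a-/-* library with 21473550 UMIs. For 4559 of these cells the UMI count given in the table equalled the sum over the matrix, and for the other 1247 it differed by at most 34 UMIs.

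Cells of 1 library are not replicates, so UMIs were summed per library and cluster and the 3 libraries were used as replicates of a cluster. The sums were scaled with edgeR's TMM factors, genes with low counts were removed with its filterByExpr function, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a threshold of 0.05. Levels are given in CPM, the UMIs of a gene scaled to the total of the sum, as mean ± SD over the 3 libraries (n = 3), and log2 fold changes come from the fitted model. Because the libraries differ in genotype, the SD also contains any difference between genotypes. The clusters had been called on the same counts, so an adjusted p-value describes how alike the libraries are and not whether a cluster exists. Comparisons between genotypes rest on 1 library each and carry no test, and their exact 95% intervals cover counting error only. Gene positions are those of the GENCODE M21 annotation of GRCm38 (mm10), matched by Ensembl identifier. Whether the counting separated overlapping genes or near-identical copies is not given in the sources used here, and such genes are named as they appear.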

We sorted pre‐cDCs, cDC1s and cDC2s from MCA205 LA‐OVA tumours on day 5. Pre‐cDCs were included to facilitate distinction from early cDC1s, while inclusion of cDC2s helped identify activated cDC1s because the gene expression signatures of activated cDC1s and cDC2s converge upon activation [15, 20]. 

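The genotype labels of the libraries were checked first on the targeted genes. *Clec9a*, which encodes DNGR-1 (ENSMUSG00000046080, chromosome 6, 129408862 to 129424763, plus strand, overlapping *Clec1b* and *Gm43914*), gave 5502 UMIs in WT cDC1s and 3970 in *sGsn-/-* cDC1s, which is 168 CPM (164 to 173) and 168 CPM (163 to 174). In the *sGsn-/- Clec9a-/-* library 2 *Clec9a* UMIs were counted over all cDC1s, a level of 0.0931 CPM with an upper limit of 0.336 CPM. *Gsn* (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892, plus strand, overlapping *Gm43128*), the gene of gelsolin, was counted at 152 CPM in WT, 169 CPM in *sGsn-/-* and 167 CPM in *sGsn-/- Clec9a-/-* cDC1s. The matrices count UMIs per gene and do not separate the transcripts of secreted gelsolin from the others of the gene, so *Gsn* does not check the *sGsn-/-* label, and no transcript examined here separated WT from *sGsn-/-* cells. Transcripts that differ between the sexes gave another view of the pools. Among cDC1s with either Y-linked transcripts (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*) or *Xist* but not both, those with Y-linked transcripts made up 19.3% (17.6 to 21.1) in the WT library, 36.3% (33.8 to 38.8) in the *sGsn-/-* library and 23.6% (21.4 to 25.8) in the *sGsn-/- Clec9a-/-* library. Males made up 67.6%, 48.4% and 37.0% of the mice in these pools, which is another order.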

Tumours were harvested from wild‐type (WT) mice but also from *sGsn^−/−^* mice and *sGsn^−/−^ Clec9a^−/−^* mice to understand whether modulation of cross‐presentation in cDC1s has an impact on their cellular states. Indeed, we have previously shown that *sGsn^−/−^* mice control MCA205 LA‐OVA tumours better than WT mice because of increased DNGR‐1(CLEC9A)‐dependent cDC1‐cross presentation of dead cell‐associated tumour antigens [3].

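The deposited annotation covers the cDC1s, so the other populations were rebuilt from all 3 libraries. Of the 30209 barcodes, 54 had fewer than 200 genes and 1300 more had a mitochondrial share above 16.7%, which is the mean plus 2 SD, as in the authors' methods. Clustering of the remaining 28855 barcodes gave 27 clusters, none of them led by mitochondrial genes, and these were named from marker genes fixed beforehand. cDC1-like clusters held 7734 barcodes, including 5471 of the 5806 deposited cDC1s, and an activated cDC-like cluster held 438, including 221 deposited cDC1s. cDC2-like clusters held 6836 barcodes and a pre-cDC-like cluster 1208. Among the populations that the authors excluded, 3382 barcodes were NK cell-like, 364 T cell-like, 368 plasmacytoid-like and 907 proliferating-like. A further 4705 barcodes in 4 clusters were named monocyte- or macrophage-like from their markers, of which the largest, with 2986 barcodes, was led by *Apoe*, *C1qa*, *C1qc* and *C1qb*. The others were led by histone and cell cycle genes (754 barcodes), by *Hspb1* and *Arg1* (581) and by the interferon-induced *Ifit3* and *Rsad2* (384). Cycling barcodes also stood outside the 907, in the cluster of 754 (*Mki67* in 95.5% of its barcodes), in an NK cell-like cluster of 413 (98.8%) and in a cDC1-like cluster of 391 (85.2%). Another 2913 barcodes stayed unnamed, most of them in clusters of shallow cells or of doublets. The number of pre-cDC-like barcodes depended most on the clustering, with 2833 at a Leiden resolution of 0.5 in place of 1. Some names were uncertain. A cDC2-like cluster of 1705 barcodes carried all 6 cDC2 markers but also 6 of the 7 monocyte or macrophage markers. It was led by *Retnla*, *Ear2*, *Lpl* and *Fcrls*, with *Flt3* at 26.0 CPM. This cluster is part of the cDC2-like levels and shares given below. The pre-cDC-like cluster carried 4 plasmacytoid markers. The cell classes rest on these rebuilt names and need not hold the same cells as the authors' regions. The pre-cDCs, cDC1s and cDC2s had been mixed by the authors in set proportions, so the sizes of these classes are not their sizes in the tumour.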

Following preparation of libraries, sequencing and exclusion of dying cells, T cells, NK cells, plasmacytoid cells, and proliferating cells (Figure S2A,B), UMAP analysis identified a region of pre‐cDCs (expressing *Cd7, Sell)*, cDC1s (*Clec9a, Xcr1*) and cDC2s (*Itgam, Sirpa)* (Figure 2A,B). The UMAP1 axis largely separated cells based on commitment to either cDC subset, with the cDC2s on the left, pre‐cDCs in the middle, and cDC1s on the right. UMAP2 axis organised cells based on their differentiation stage, with the pre‐cDCs at the bottom and the cDCs at the top (Figure 2A,B). Interestingly, apart from the three main regions of pre‐cDCs, cDC1s, and cDC2s, we observed two “bridges” of cells between the cDC1s and cDC2s regions on the UMAP space (Figure 2A,B). These “bridging” cells were enriched for transcripts associated with cDC activation, such as *Cd40* and *Cd274* (Figure 2B). 

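Among the deposited clusters of cDC1s, numbered 0 to 11, *Cd40* (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948, plus strand) and *Cd274* (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095, plus strand, overlapping *AC119228.1*) were highest in clusters 8 (255 cells) and 10 (76 cells). *Cd40* was counted at 243 ± 74.6 CPM in cluster 8, 222 ± 14.5 CPM in cluster 10 and 16.4 ± 3.07 CPM in the cDC1s of the other clusters. *Cd274* was at 307 ± 76.2 CPM, 262 ± 40.0 CPM and 11.1 ± 0.503 CPM in the same groups. Each cluster was then tested against all the other cDC1s. In cluster 8 the log2 fold change was 3.86 (standard error 0.18) for *Cd40* and 4.63 (standard error 0.15) for *Cd274* (adjusted p = 2.4e-10 and 5.4e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both genes were higher in all 3 libraries. Over the alternative analyses the value of *Cd40* in cluster 8 lay between 3.43 and 4.12, and moved most without the WT library, to 3.43. In cluster 10 it was 3.11 (standard error 0.18) for *Cd40* and 3.46 (standard error 0.26) for *Cd274* (adjusted p = 2.4e-08 and 3.7e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

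Activated cDC2s were sought among 688 cells that lay outside the deposited cDC1s, in clusters with at least 1 marker of these states among their 10 leading genes. An NK cell-like cluster of 53 barcodes, with *Cxcl10* and *Iigp1* among its leading genes, also met this condition but was not in the pool. Of the 688 cells, 381 came from a cluster named monocyte- or macrophage-like, 217 from the activated cDC-like cluster and 90 from a cluster named cDC1-like. Of 9 sub-clusters, 4 carried all 7 markers of a state. Of these, 3 were kept, and the other, 55 cells led by the NK cell genes *Gzma*, *Il2rb* and *Nkg7* with 25 scored as doublets, was not. This gave 163 cDC2s resembling cluster 8 (with *Ccr7*, *Fscn1*, *Ccl22*, *Il4i1*, *Cd63*, *Socs2* and *Cacnb3*) and 55 resembling cluster 10 (with *Cxcl9*, *Cxcl10*, *Irf1*, *Gbp5*, *Gbp2*, *Serpina3g* and *Iigp1*). The first group held 156 cells of the activated cDC-like cluster and 7 of the monocyte- or macrophage-like one. The second held 51 cells of the cDC1-like cluster, 3 of the monocyte- or macrophage-like one and 1 of the activated cDC-like one, so its name as cDC2 rests on the sub-clustering. This pool was chosen after the data were seen, because the 15 sub-clusters of the 6815 cDC2-like cells gave none that could be named for either state. *Cd40* was at 236 ± 75.4 CPM in the first group, 393 ± 0.288 CPM in the second and 25.7 ± 3.13 CPM in cDC2-like cells. *Cd274* was at 224 ± 52.1 CPM, 262 ± 22.6 CPM and 12.2 ± 1.26 CPM, respectively. These levels in cDC2s were not tested.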

Consistent with previous studies reporting that activated cDC1s and cDC2s are hard to discriminate by scRNAseq [15, 20], activated cDC1s and cDC2s were found in close proximity on the UMAP space. Nevertheless, they could still be distinguished based on the expression of *Clec9a* and *Xcr1* for the cDC1s, and *Itgam* and *Sirpa* for the cDC2s (Figure 2B).

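The rule that named the activated cDC2s asked for more *Itgam* and *Sirpa* together than *Xcr1* and *Clec9a* together, so the direction of the differences described here is in part built in. It removed 0 of the 4 sub-clusters with all markers of a state. *Xcr1* (ENSMUSG00000060509, chromosome 9, 123852315 to 123862029, minus strand) was counted at 149 ± 29.9 CPM in cDC1 cluster 8 and 179 ± 23.7 CPM in cDC1 cluster 10, against 1.91 ± 2.43 CPM in the cDC2s resembling cluster 8 and 4.59 ± 3.99 CPM in those resembling cluster 10. In the cDC1s of the other clusters it was at 224 ± 14.1 CPM. For *Clec9a*, which the *sGsn-/- Clec9a-/-* mice lack, the WT and *sGsn-/-* libraries gave 80.4 and 92.9 CPM in cluster 8 and 120.5 and 168 CPM in cluster 10. The same libraries gave 4.35 and 3.10 CPM in the cDC2s resembling cluster 8 and 7.21 and 11.1 CPM in those resembling cluster 10. *Itgam* (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491, plus strand, overlapping *Gm49368*) was at 5.57 ± 5.28 CPM and 6.78 ± 3.42 CPM in cDC1 clusters 8 and 10, and at 18.4 ± 10.9 CPM and 82.4 ± 23.1 CPM in the 2 groups of cDC2s. The SDs of *Itgam* overlapped between cluster 8 and its cDC2 counterpart, so this gene did not separate them at this depth. *Sirpa* (ENSMUSG00000037902, chromosome 2, 129592835 to 129632228, plus strand) was at 10.9 ± 9.04 CPM and 2.26 ± 1.96 CPM in cDC1 clusters 8 and 10, against 59.3 ± 7.68 CPM and 61.2 ± 20.6 CPM in the cDC2s. *Xcr1* and *Sirpa* differed between activated cDC1s and cDC2s by more than the spread between libraries, in cDC2s whose naming rule included both genes. The low levels in the cDC2s rest on few molecules, with 6 UMIs of *Clec9a* and 4 of *Xcr1* in those resembling cluster 8 and 4 and 3 in those resembling cluster 10.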

**FIGURE 2:**
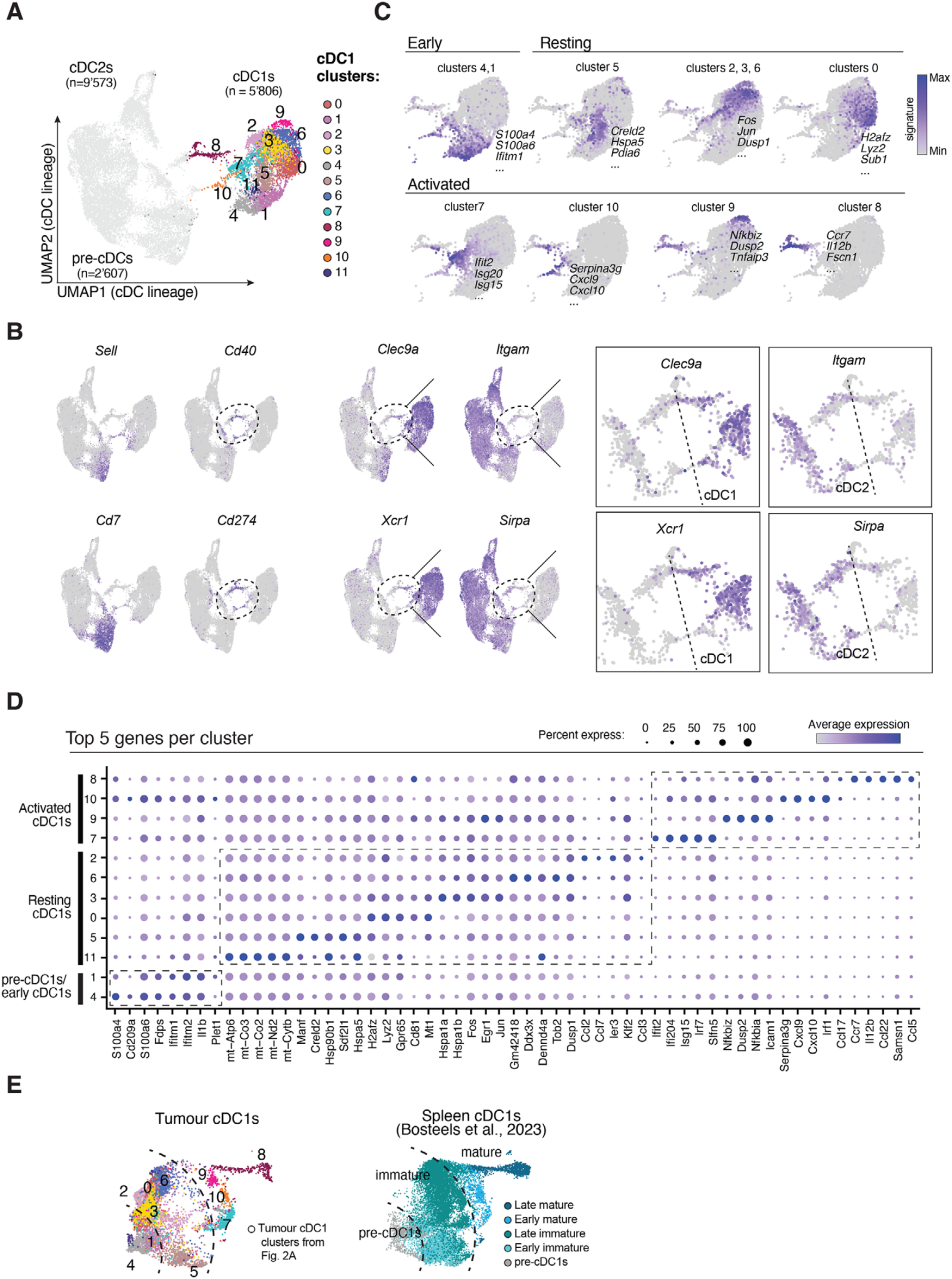
scRNAseq analysis of tumour cDCs identifies distinct cDC1 states in tumours. **(A)** UMAP representation of tumour pre‐cDCs and cDCs analysed by scRNAseq. Pre‐cDCs, cDC1s and cDC2s were FACS‐sorted from MCA205 LA‐OVA tumours and harvested on day 5, and mixed at a 1:1:2 ratio, respectively, for scRNAseq. The pre‐cDCs and cDC2s regions (bottom and left side of the UMAP, respectively) are indicated on the sides of the UMAP, as well as the 12 clusters of cDC1s identified upon re‐clustering the cDC1s separately. **(B)** Expression of selected genes used to annotate the UMAP in **(A)**. Expression of *Sell* and *Cd7* were used to identify pre‐cDCs. Expression of *Cd40* and *Cd274* identified activated cDCs, highlighted with a dotted round shape. cDC1s and cDC2s were identified based on the expression of *Xcr1, Clec9a, Itgam* and *Sirpa*. Shown on the right are close‐ups of the activated cDCs on the UMAP to identify activated cDC1s (right of the dotted line) from activated cDC2s (left of the dotted line). **(C)** Expression of gene signatures to highlight cDC1 states in tumours (early, resting and activated). “Early” cDC1 state includes clusters 4 and 1. “Resting” cDC1s include clusters 5, 2, 3, 6 and 0. “Activated” cDC1s include clusters 7, 10, 9 and 8. Gene signatures correspond to the top 10 DEGs of the indicated clusters (Table S1). Selected genes from the signatures are indicated on the UMAP. **(D)** Dot plot of top 5 genes per cDC1 clusters. The three dashed rectangles highlight genes enriched in pre‐cDC1s/early cDC1s, resting cDC1s and activated cDC1s, respectively. **(E)** UMAP of integrated splenic cDC1s from Bosteels et al. [15], and tumour cDC1s from **(A)**. UMAP on the left shows the tumour cDC1 from **(A)** in the integrated space. UMAP on the right shows splenic cDC1s coloured by cellular state as described in Bosteels et al. [15] (pre‐cDC1s, immature and mature cDCs). Dotted lines represent the transition between pre‐cDC1s, “immature” and “mature” regions of the UMAP based on the annotations from the splenic cDC1s.

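The deposited table assigns each of the 5806 cDC1s to 1 of 12 clusters. The largest, cluster 0, held 991 cells (17.1%), followed by cluster 1 with 820, cluster 2 with 816 and cluster 3 with 684. Clusters 4, 5, 6 and 7 held 512, 510, 498 and 422 cells. The smallest were cluster 9 with 162 cells, cluster 10 with 76 (1.31%) and cluster 11 with 60 (1.03%). Depth differed between clusters, with a median of 14925 UMIs per cell in cluster 0, 8530.5 in cluster 6 and 2348 in cluster 11. The treatment of doublets is not described in the paper's text, so barcodes were also scored with Scrublet. With the 6% of barcodes that scored highest in each library taken as doublets, 8.01% of cluster 4, 3.14% of cluster 8 and 1.32% of cluster 10 were marked. To see whether clusters 8 and 10 depended on counting and clustering the same molecules, the UMIs of each cell were divided at random into 2 sets of about equal size and the cDC1s were clustered on 1 set. This gave 10 clusters, of which the one highest in *Ccr7* held 216 cells, 213 of them from cluster 8, and the one highest in *Cxcl9* held 84 cells, 69 of them from cluster 10.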

Having identified tumour cDC1s, we re‐analysed these cells separately and identified 12 clusters of cDC1 states (Figure 2A). Cells from the three genotypes contributed equally to the cDC1 clusters (Figure S2C), indicating that DNGR‐1 triggering does not influence the gene expression profile of tumour cDC1s. Therefore, downstream analyses were performed on pooled cDC1 from all three genotypes. 

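Each genotype is represented by 1 library, so shares are given with exact Clopper-Pearson 95% intervals and no test between genotypes. In 9 of the 12 clusters the intervals of the genotypes with the highest and the lowest share overlapped, and in clusters 2, 3 and 8 they did not. Cluster 8 made up 3.63% (2.90 to 4.47) of WT cDC1s (84 cells), 6.66% (5.52 to 7.95) of *sGsn-/-* cDC1s (114 cells) and 3.21% (2.44 to 4.13) of *sGsn-/- Clec9a-/-* cDC1s (57 cells), a ratio of 2.08 between the highest and the lowest. Cluster 2 made up 15.4% (14.0 to 17.0), 11.4% (9.98 to 13.1) and 14.8% (13.2 to 16.5), and cluster 3 13.4% (12.1 to 14.9), 10.0% (8.66 to 11.6) and 11.3% (9.87 to 12.9), in the same order of genotypes. Cluster 10 made up 0.907% (0.562 to 1.38), 1.58% (1.04 to 2.29) and 1.57% (1.05 to 2.27). The share of cluster 8 in *sGsn-/-* cDC1s moved most when only cells with at least 3900 UMIs were kept, to 5.23% (4.19 to 6.43).

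**Figure D1:**
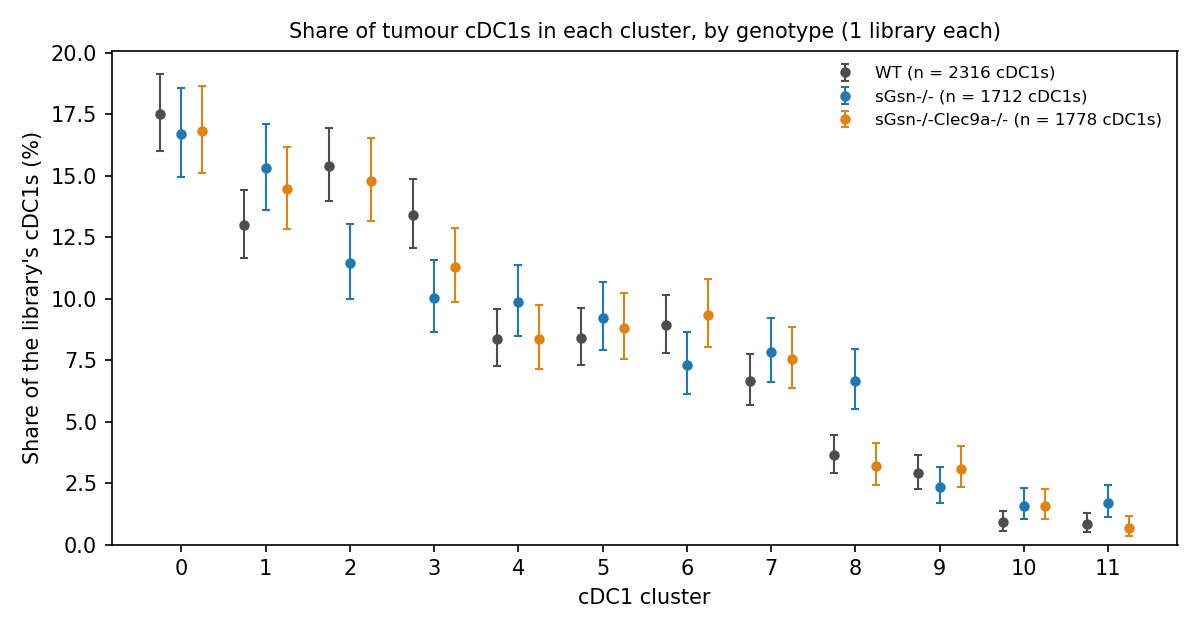
Share of each library's cDC1s in each of the 12 cDC1 clusters, in percent, for WT (grey), *sGsn-/-* (blue) and *sGsn-/- Clec9a-/-* (orange). Points are shares, bars are exact 95% intervals for counting error, and each genotype is 1 library. The intervals of the highest and lowest genotype stand apart in clusters 2, 3 and 8.

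Expression summed over all cDC1s differed little between genotypes for most genes. Over the 2520 genes with at least 50 CPM in WT or *sGsn-/-* cDC1s, the median absolute log2 ratio between these libraries was 0.074, and it was 0.091 over 2466 genes between *sGsn-/-* and *sGsn-/- Clec9a-/-* cDC1s. The genes with the largest ratio of *sGsn-/-* to WT were *Ccl5* (log2 ratio 1.02), *Serpinb6b* (0.79), *Ccr7* (0.78), *Ccl17* (0.77) and *Plet1* (0.64). With the 12 clusters weighted equally in each library, these log2 ratios became 0.29, 0.16, 0.015, -0.48 and -0.026, the last 2 in the other direction. The genes with the smallest ratios included *Hspa1b* (-1.05), *Hspa1a* (-0.84), *Hsph1* (-0.74) and *AC149090.1* (-0.73). *Hspa1a* and *Hspa1b* are near-identical copies whose UMIs the counting could have divided. From *sGsn-/-* to *sGsn-/- Clec9a-/-*, apart from *Clec9a*, *Ccr7* fell by 2.12 on the log2 scale, *Il12b* by 1.82, *Ccl5* by 1.73 and *Cebpb* by 1.68. With the clusters weighted equally *Ccr7* fell by 0.97, *Il12b* by 0.89, *Ccl5* by 0.82 and *Cebpb* by 1.71. The largest ratios of *sGsn-/- Clec9a-/-* to *sGsn-/-* were those of *Gm42418* (0.94), *Lars2* (0.69), *AY036118* (0.67), *Neat1* (0.64) and *Ccl6* (0.51), and *Gm42418* and *AY036118* overlap in the annotation. None of these ratios has a replicate check.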

As in other analyses [15], we grouped the cDC1 clusters into “early”, “resting” and “activated” cDC1s (Figure 2C). 

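Grouped in this way, early cDC1s (clusters 4 and 1) made up 21.4% (19.7 to 23.1) of WT, 25.2% (23.1 to 27.3) of *sGsn-/-* and 22.8% (20.9 to 24.9) of *sGsn-/- Clec9a-/-* cDC1s. Resting cDC1s (clusters 5, 2, 3, 6 and 0) made up 63.7% (61.7 to 65.7), 54.7% (52.3 to 57.1) and 61.1% (58.8 to 63.4), and activated cDC1s (clusters 7, 8, 9 and 10) 14.1% (12.7 to 15.6), 18.4% (16.6 to 20.3) and 15.4% (13.8 to 17.2). For each of the 3 states the 95% intervals of WT and *sGsn-/-* did not overlap, with more early and activated cells and fewer resting cells in the *sGsn-/-* library. Cluster 11 belongs to none of the states.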

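Clusters 4 and 1 were summed within each library and compared with the cDC1s of the other clusters. *S100a4* (ENSMUSG00000001020, chromosome 3, 90603771 to 90606045, plus strand, overlapping *Gm42674*) was counted at 389 ± 67.7 CPM in clusters 4 and 1 and 72.3 ± 11.8 CPM in the others, a log2 fold change of 2.44 (standard error 0.14, adjusted p = 7.5e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100a6* (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181, plus strand), from the same locus, was at 984 ± 124 CPM and 398 ± 21.7 CPM, a log2 fold change of 1.32 (standard error 0.079, adjusted p = 1.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *Ifitm1* (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825, plus strand) was 3.35 (standard error 0.13, adjusted p = 9.6e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 806 ± 31.8 CPM and 80.1 ± 19.9 CPM. *Ifitm1* belongs to a family of close copies, so its count is uncertain. All 3 genes were higher in clusters 4 and 1 in each library, and over the alternative analyses the log2 fold change of *S100a4* lay between 2.23 and 2.70.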

Early cDC1s included clusters 4 and 1, which localised close to the pre‐cDCs on the UMAP space and expressed *S100a4*, *S100a6* and *Ifitm1* (Figures 2C,D; Table S1). In line with this, clusters 4 and 1 overlapped with splenic pre‐cDC1s upon integration of the data with a scRNAseq dataset of cDC1 states identified in the spleen (Figure 2E) [15]. Resting tumour cDC1s included cluster 5 enriched in transcripts involved in the unfolded protein response (UPR) such as *Creld2, Hspa5*, and *Pdia6*, as well as the clusters 2, 3 and 6 that expressed transcripts such as *Fos, Jun*, and *Dusp1* and cluster 0 that expressed *H2afz, Lyz2, Sub1* (Figures 2C,D; Table S1). Accordingly, clusters 0, 2, 3, 5 and 6 overlapped with the “immature” splenic cDC1s on the integrated UMAP space (Figure 2E) [15]. 

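For the resting clusters the genes named by the paper were compared in the same way. In cluster 5, *Creld2* was counted at 293 ± 32.0 CPM against 39.4 ± 0.944 CPM in the other cDC1s (log2 fold change 2.90, standard error 0.078, adjusted p = 2.3e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Hspa5* and *Pdia6* in cluster 5 were 1.66 (standard error 0.074) and 1.81 (standard error 0.073), from 849 ± 57.7 to 2666 ± 259 CPM and from 257 ± 15.6 to 899.7 ± 74.2 CPM. In the sum of clusters 2, 3 and 6, *Fos* was at 4358 ± 198 CPM and at 1984 ± 68.6 CPM in the others (log2 fold change 1.05, standard error 0.062, adjusted p = 4.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jun* and *Dusp1* rose by 0.83 (standard error 0.077) and 1.35 (standard error 0.10) on the same scale. In cluster 0, *H2afz* was at 3215 ± 149 CPM against 2128 ± 108 CPM (log2 fold change 0.75, standard error 0.059, adjusted p = 3.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lyz2* and *Sub1* had log2 fold changes of 1.02 (standard error 0.079) and 0.55 (standard error 0.057) in cluster 0. Scaling by library size without TMM factors moved the median log2 fold change of all genes in cluster 0 by -0.15 and left these 3 genes at 0.59, 0.86 and 0.40. All 9 genes were higher in their clusters in each of the 3 libraries.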

Cluster 11 was enriched in mitochondrial gene transcripts, likely corresponding to dying cells (Figure 2D; Table S1). 

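Cluster 11 held 19 WT, 29 *sGsn-/-* and 12 *sGsn-/- Clec9a-/-* cells. Its cells carried a median of 2004, 2506 and 2478 UMIs in these libraries, and mitochondrial transcripts took a median share of 8.50%, 7.95% and 7.54%. *mt-Atp6* was counted at 17855 ± 831 CPM in cluster 11 and 3035 ± 464 CPM in the other cDC1s, and *mt-Co2* at 15315 ± 1650.3 and 3231 ± 427 CPM. *mt-Co3*, *mt-Cytb* and *mt-Nd2* were at 12275 ± 913, 7281 ± 644 and 3824 ± 578 CPM in cluster 11. The fitted log2 fold changes were 1.62 for *mt-Atp6* (standard error 0.17), 1.57 for *mt-Nd2*, 1.52 for *mt-Cytb*, 1.32 for *mt-Co2* and 1.29 for *mt-Co3* (adjusted p from 3.3e-10 to 2.2e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), each higher in all 3 libraries. TMM factors mattered in this cluster of shallow cells. The median log2 fold change over all genes tested was -0.59 with them and 0.30 without, and without them the 5 mitochondrial genes lay between 2.22 and 2.56. With each cell thinned to 3900 UMIs, 6 cells of cluster 11 were left and none of the 5 genes passed the threshold (log2 fold changes from 0.11 to 0.57, adjusted p from 0.105 to 0.752, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).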

Lastly, four clusters of activated cDC1s were identified: clusters 7, 8, 9 and 10 (Figures 2C,D), which corresponded to “mature” cDC1s from the spleen (Figure 2E) [15]. Cluster 7 was enriched in ISGs such as *Ifit2, Isg20* and *Isg15;* cluster 10 in *Serpina3g, Cxcl9* and *Cxcl10*; cluster 9 in *Nfkbiz, Dusp2* and *Tnfaip3*; and cluster 8 in *Ccr7, Il12b* and *Fscn1* (Figures 2C,D; Table S1).

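Each activated cluster was compared with all the other cDC1s. In cluster 7, *Ifit2* was counted at 313 ± 48.7 CPM against 12.3 ± 1.74 CPM (log2 fold change 4.81, standard error 0.14, adjusted p = 9.4e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Isg20* and *Isg15* rose by 3.75 (standard error 0.13) and 3.71 (standard error 0.11) on the log2 scale. In cluster 9, *Nfkbiz* was at 436 ± 58.7 CPM against 26.1 ± 1.77 CPM (log2 fold change 4.05, standard error 0.11, adjusted p = 3.3e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.85 (standard error 0.11) for *Dusp2* and 3.19 (standard error 0.11) for *Tnfaip3*. *Serpina3g* (ENSMUSG00000041481, chromosome 12, 104236245 to 104241939, plus strand), a member of a family of near-identical copies whose count is uncertain, was at 458 ± 226 CPM in cluster 10 against 7.77 ± 2.54 CPM (log2 fold change 5.85, standard error 0.31, adjusted p = 1.0e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fscn1* (ENSMUSG00000029581, chromosome 5, 142960343 to 142973185, plus strand) was at 807 ± 309.7 CPM in cluster 8 against 0.464 ± 0.338 CPM (log2 fold change 10.81, standard error 0.36, adjusted p = 6.6e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these genes was higher in its cluster in all 3 libraries.

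Over all genes, 4569 of the 10964 tested passed the threshold in cluster 8, 2331 higher and 2238 lower. In cluster 10, 798 of 10635 passed, 398 higher and 400 lower. These counts moved most with fewer cells or libraries, to 2979 for cluster 8 with cells thinned to 3900 UMIs and to 2989 without the *sGsn-/-* library. For cluster 10 the count was 357, 318 and 334 without the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries. Without TMM factors the median log2 fold change of all genes moved by -0.16 in cluster 8 and by -0.12 in cluster 7, shifts far smaller than the changes of the genes above. Over the 12 comparisons of clusters made here, 67 of the 71 results for genes named by the paper passed the threshold with adjustment over all genes tested, and 67 did when adjusted over the list alone. The paper chose these genes on the same cells, so neither number is independent evidence.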

Of those, clusters 10 and 8 mapped to the lower and higher “activation bridges” on the UMAP space (Figure 2A), respectively, and expressed higher level of *Cd274* and *Cd40* (Figures 2B and 3A), suggesting that they might represent endpoint activated cDC1 states in tumours, while clusters 7 and 9 may correspond to transitional states. 

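The activated clusters were compared with each other for the genes of Fig. 3A. Clusters 7 and 9, summed within each library, held *Cd274* at 24.6 ± 2.39 CPM and *Cd40* at 73.0 ± 17.2 CPM. Cluster 8 was higher than these by a log2 fold change of 3.82 (standard error 0.18) for *Cd274* and 1.91 (standard error 0.20) for *Cd40* (adjusted p = 5.7e-10 and 2.5e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 10 the difference from clusters 7 and 9 was 3.37 (standard error 0.18) for *Cd274* and 1.57 (standard error 0.19) for *Cd40* (adjusted p = 9.5e-10 and 2.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 differences had the same direction in the 3 libraries. The median of all genes in cluster 8 against clusters 7 and 9 moved by -0.16 without TMM factors. *Cd86* and *Cd83* were higher in cluster 8 than in clusters 7 and 9 by 0.98 (standard error 0.12) and 0.86 (standard error 0.12), at 421 ± 19.2 against 239 ± 23.9 CPM and 1479.8 ± 143 against 913 ± 44.0 CPM. In cluster 10, *Cd86* and *Cd83* could not be told from clusters 7 and 9 (log2 fold changes 0.25 and 0.22, adjusted p = 0.305 and 0.411, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), being higher in 3 and 2 of the 3 libraries.

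Between clusters 8 and 10, neither *Cd274* (log2 fold change 0.40, standard error 0.21) nor *Cd40* (0.30, standard error 0.22) passed the threshold (adjusted p = 0.156 and 0.301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and they were higher in cluster 8 in 2 and 1 of the 3 libraries. Both passed, higher in the cluster high in *Ccr7*, when cells were clustered anew on 1 random part of their UMIs and tested on the other (log2 fold change 0.67 and 0.54, adjusted p = 0.0157 and 0.0494, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.00583 to 0.645 and 0.0494 to 0.941 over the alternatives). That setting compared new clusters, and 69 of the 84 cells of the one high in *Cxcl9* came from cluster 10. A difference there can come from the other cells and is no result for clusters 8 and 10 themselves. Between clusters 8 and 10, *Cd274* passed without the *sGsn-/- Clec9a-/-* library (log2 fold change 0.75, adjusted p = 0.00583, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the WT library, *Cd40* was level between the clusters at -0.031. *Cd86* was higher in cluster 8 than in cluster 10 by 0.69 (standard error 0.16) and *Cd83* by 0.60 (standard error 0.18) (adjusted p = 0.0039 and 0.0185, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both in all 3 libraries. Without the WT library *Cd86* no longer passed (adjusted p = 0.0557, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 5.2e-04 to 0.0557 over the alternatives), and *Cd83* did not pass without the *sGsn-/-* library, without the *sGsn-/- Clec9a-/-* library or without TMM factors (log2 fold change 0.34 without the last library, adjusted p from 0.0541 to 0.109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 6.1e-04 to 0.109 over the alternatives). From the higher *Cd274* and *Cd40* of clusters 10 and 8 and their place on the activation bridges, the paper proposes these clusters as possible endpoints of cDC1 activation in tumours, and clusters 7 and 9 as possible transitional states.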

Interestingly, clusters 10 and 8 expressed genes implicated in cDC1‐driven anti‐tumour immunity (Figures 2D and 3B). Cluster 10 expressed high levels of *Cxcl9* and *Cxcl10* (Figure 3B), which encode for the eponymous chemokines that are important for the recruitment and spatial localisation of CD8^+^ T cells in tumours [8, 9]. 

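*Cxcl9* (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079, minus strand) and *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, minus strand, overlapping *Art3*) are neighbouring genes. *Cxcl9* was counted at 4832 ± 130.1 CPM in cluster 10 and 94.5 ± 7.36 CPM in the other cDC1s, a log2 fold change of 5.61 (standard error 0.14, adjusted p = 5.8e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcl10* was at 1824 ± 542 CPM and 41.8 ± 7.33 CPM, a log2 fold change of 5.39 (standard error 0.22, adjusted p = 5.6e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes were also counted in cluster 8, *Cxcl9* at 516 ± 124 CPM and *Cxcl10* at 101 ± 39.7 CPM. Cluster 8 was lower than cluster 10, with log2 fold changes of -3.06 (standard error 0.19) for *Cxcl9* and -4.06 (standard error 0.32) for *Cxcl10* (adjusted p = 1.6e-07 and 8.3e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in all 3 libraries. For *Cxcl9* the alternatives gave values from -3.24 to -2.83.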

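*Ccr7* (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077, minus strand) was counted at 2001 ± 723 CPM in cluster 8 and 2.14 ± 0.814 CPM in the other cDC1s, a log2 fold change of 10.08 (standard error 0.34, adjusted p = 6.8e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Il12b* (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033, plus strand), the levels were 1856 ± 721 CPM and 9.46 ± 3.26 CPM, a log2 fold change of 7.80 (standard error 0.33, adjusted p = 6.9e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The wide SDs came from the *sGsn-/- Clec9a-/-* library, where cluster 8 held *Ccr7* at 1166 CPM and *Il12b* at 1048 CPM, against 2412 and 2434 CPM in WT and 2424 and 2087 CPM in *sGsn-/-* cells. Against cluster 10 the log2 fold changes were 6.36 (standard error 0.53) for *Ccr7* and 5.79 (standard error 0.52) for *Il12b* (adjusted p = 1.4e-06 and 2.6e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in all 3 libraries. The size of this difference depended on the *sGsn-/- Clec9a-/-* library, and without it the values were 9.04 and 7.75. At the level of single cells thinned to 3900 UMIs, *Il12b* was detected in 63.5% ± 13.7 of cluster 8 and 8.40% ± 3.80 of cluster 10 (unthinned, 66.8% ± 14.2 and 7.63% ± 2.98). Thinning left out 57 of the 255 cells of cluster 8 and 6 of the 76 of cluster 10. In NK-like cells, which should lack the transcript and carried a median of 8824 UMIs, it was detected in 0.282% of cells after thinning. The median cell of cluster 8 carried 10867 UMIs and that of cluster 10 11132.5. *Ccr7* was detected in 54.5% ± 10.9 of the cDC1s that held *Il12b* and 1.05% ± 0.526 of those that did not (unthinned, 44.1% ± 11.5 and 2.29% ± 1.01). Of the 53 cells with *Ccr7* and without *Il12b* after thinning, 36 were in cluster 8, among the 67 cells of that cluster without *Il12b*. NK-like cells gave *Ccr7* in 1.59% of cells (unthinned, 3.56%), but they held it at 8.96 ± 3.83 CPM, against 1.79 ± 0.929 CPM in cDC1s outside clusters 8 and 10, and are no clean background for this gene.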

Cluster 8 expressed higher levels of *Ccr7* and *Il12b* (Figure 3B), encoding for the chemokine receptor CCR7 and IL‐12p40 subunit common to IL‐12 and IL‐23. These cells were reminiscent of the cDC1 cellular state associated with tdLN migration [25], but also of CCR7^+^ cDC1s shown to sustain CD8^+^ T cells’ survival and proliferation within tumours [6, 7, 26, 27]. 

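*Il15ra* (ENSMUSG00000023206, chromosome 2, 11705290 to 11734317, plus strand) was counted at 84.2 ± 17.8 CPM in cluster 8 and 3.09 ± 0.354 CPM in the other cDC1s, a log2 fold change of 4.93 (standard error 0.19, adjusted p = 2.6e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 10 a single *Il15ra* UMI was counted over its 891318 UMIs, so that cluster 8 was higher by a ratio of 76.5 with a 95% counting interval of 13.6 to 3036. The level in clusters 7 and 9 was 3.82 ± 0.970 CPM, a log2 fold change in cluster 8 of 4.58 (standard error 0.25, adjusted p = 2.4e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcl16* (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984, minus strand, overlapping *Zmynd15*) was at 678 ± 104 CPM in cluster 8 and 111 ± 10.6 CPM in the other cDC1s, a log2 fold change of 2.78 (standard error 0.13, adjusted p = 2.3e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster 10 held *Cxcl16* at 205 ± 39.4 CPM, below cluster 8 (log2 fold change 1.90, standard error 0.19, adjusted p = 5.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cluster 10 *Cxcl16* was above clusters 7 and 9 (log2 fold change 0.83, standard error 0.15, adjusted p = 0.00156, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference that did not pass without the WT library (0.66) or with thinned cells (0.84). Apart from that, these differences had the same direction in all 3 libraries and passed under each alternative in which the gene was tested.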

Of note, cluster 8 also expressed higher levels of *Il15ra* and *Cxcl16* (Figure 3D), which have been described as enriched in CCR7^+^ cDCs [6]. In addition to *Ccr7*, cluster 8 was also enriched in the “mregDC” gene expression signature [20] (Figure 3C). In contrast, cluster 10 showed enhanced expression of the CXCL9^+^ cDC1 signature described by Meiser et al. [8] (Figure 3C). 

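The list of genes in this signature is not used here, and cluster 8 was instead compared with cluster 10 gene by gene. Of 4229 genes tested, 1479 passed the threshold, 796 higher in cluster 8 and 683 lower. The count was 939 without the *sGsn-/-* library, 950 without the WT library and 743 with cells thinned to 3900 UMIs. Without TMM factors the median of all genes moved by -0.17 and the count became 1596, with 624 higher and 972 lower. Genes at 50 CPM or more, past the threshold and changed alike in the 3 libraries were ranked by fitted log2 fold change. The first in cluster 8 were *Fscn1*, *Cacnb3*, *Scin*, *Tmcc3* and *Mreg*. None of them was counted in cluster 10, so their increases are lower bounds against a floor of 3 counts over the cluster. These bounds cannot place them above genes with counts in cluster 10, such as *Cd63*. *Fscn1* was at least 259.9-fold higher in cluster 8, *Cacnb3* at least 108-fold, *Scin* at least 44.2-fold, *Tmcc3* at least 30.0-fold and *Mreg* at least 28.7-fold. *Cd63*, with 2 counts in cluster 10, was higher by a ratio of 283 (95% counting interval 78.2 to 2338). *Ccl22* and *Il4i1* had log2 fold changes of 3.67 (standard error 0.72) and 3.57 (standard error 0.57) (adjusted p = 0.00125 and 2.6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but did not pass with DESeq2's Wald test (adjusted p = 0.121 and 0.1004, with 4.9e-68 to 0.121 and 4.8e-41 to 0.1004 over the alternatives). Their cluster 10 counts came mostly from the WT library, and without it the values were 6.67 and 7.83. Against all the other cDC1s, *Ccl22*, *Il4i1*, *Cd63*, *Ccl17* and *Samsn1* were higher in cluster 8 by 8.14, 8.00, 8.56, 5.12 and 5.70 (log2; adjusted p from 8.8e-13 to 4.9e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).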

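The gene list of this signature is likewise not used here. The genes that were lowest in cluster 8 relative to cluster 10, by the same rule of size, included *Iigp1* (log2 fold change -5.97), *Cd209a* (-4.75), *Cxcl10* and *Gpr141* (-3.94). Their adjusted p lay between 8.3e-07 and 7.5e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each was higher in cluster 10 in all 3 libraries. Cluster 10 held *Iigp1* at 113 ± 39.8 CPM and *Cd209a* at 210.5 ± 206 CPM. The wide SD of *Cd209a* reflects 16 of the 76 cells, with 4 or more *Cd209a* UMIs each, of which 10 were in the *sGsn-/-* library, and without that library the log2 fold change was -3.11. *Batf3* was at 384 ± 62.9 CPM in cluster 10 and 164 ± 44.1 CPM in cluster 8 (log2 fold change -1.04, standard error 0.21, adjusted p = 0.00155, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Irf1* (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374, plus strand, overlapping *Gm17334*) was at 667 ± 75.6 CPM in cluster 10, 228 ± 50.1 CPM in cluster 8 and 54.2 ± 4.16 CPM in all cDC1s outside cluster 10. The difference in *Irf1* between clusters 8 and 10 was -1.37 (standard error 0.18) and that in *Serpina3g*, whose count is uncertain because of close copies, -3.63 (standard error 0.36), with adjusted p = 5.9e-05 and 6.5e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).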

Interestingly, these signatures were not only expressed in the respective clusters of cDC1s, but they were also enriched in their cDC2 counterparts on the activation bridges (Figure 3C), referred to as “cDC2 cluster 8‐like” and “cDC2 cluster 10‐like”, analogous to the cDC1 clusters (Figure 3E). 

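The cDC2s selected above by the markers of each state comprised 77 WT, 63 *sGsn-/-* and 23 *sGsn-/- Clec9a-/-* cells for cDC2 cluster 8-like and 24, 16 and 15 cells for cDC2 cluster 10-like. Because those markers defined the groups, only genes outside them bear on the comparison. Genes that vary together with the markers can still follow from that choice. *Batf3* was at 135 ± 33.9 CPM in cDC2 cluster 8-like and 247 ± 146 CPM in cDC2 cluster 10-like, a difference within the spread between libraries. *Il12b* was at 515 ± 133 CPM in cDC2 cluster 8-like, with 904 CPM in one of its 2 sub-clusters (94 cells) and 164 CPM in the other (69 cells). In cDC2 cluster 10-like it was at 7.21, 371 and 0 CPM in the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries, so that 1 library held nearly all of its UMIs.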

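To compare the activation states across cDC subsets, the log2 fold change of cluster 8 against cluster 10 was set against that of cDC2 cluster 8-like against cDC2 cluster 10-like for 4215 genes, leaving out the 14 markers that had selected the cDC2s and adding 10 CPM to each level. Across these genes the Spearman correlation was 0.709 and the Pearson correlation 0.779. Genes are not independent replicates, so no p-value is given. Leaving out the markers does not make these values independent of the selection, since other genes vary with the markers. Of the 762 genes that differed at least 2-fold between the cDC1 clusters, 95.7% had the same direction in the cDC2s. Within the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries the Spearman correlation was 0.575, 0.632 and 0.520. Pairs of cDC1 clusters outside these states gave much lower values against the same cDC2 contrast, with -0.18 for cluster 7 against cluster 9 and 0.0936 for cluster 2 against cluster 0. The cDC2s were not selected by markers of those pairs, so the pairs do not measure the effect of the selection. A filter at 100 CPM raised the Spearman correlation to 0.778 over 1844 genes, and leaving out the *sGsn-/-* library lowered it by about as much, to 0.639. *Cxcl9*, *Cxcl10* and *Irf1* were among the markers that selected the cDC2s, so their levels in those cells are not a result here.

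**Figure D2:**
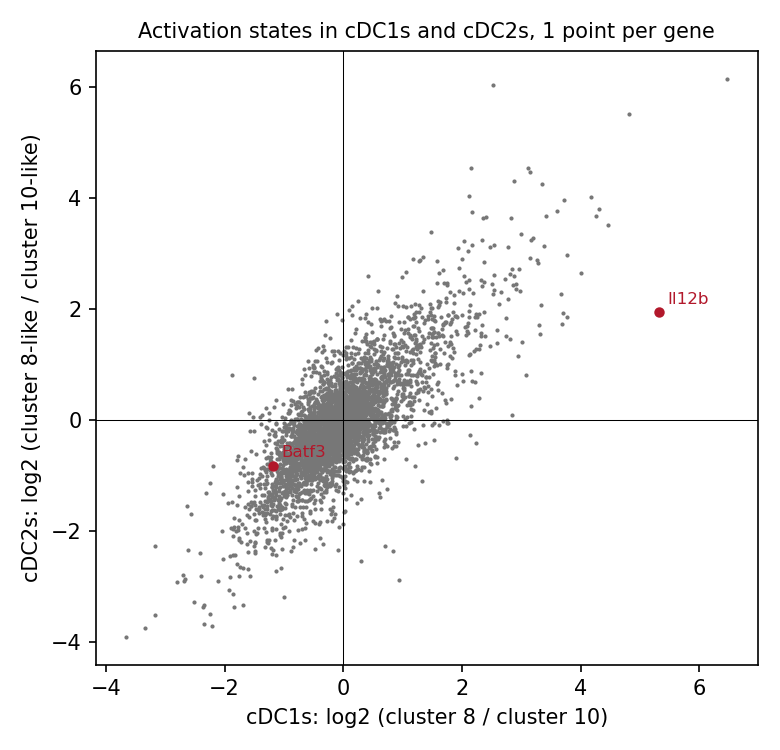
Log2 fold change of cDC1 cluster 8 against cluster 10 (horizontal) and of cDC2 cluster 8-like against cluster 10-like (vertical), from the mean CPM of the 3 libraries with 10 added. Each of the 4215 points is a gene, and *Il12b* and *Batf3*, which did not select the cDC2s, are marked in red. The Spearman correlation over these points is the one given above.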

When looking at the expression profiles of these activated cDC1s and cDC2s, we indeed observed a shared expression profile between cluster 10 of cDC1s and the cDC2 cluster 10‐like, including expression of *Cxcl9, Cxcl10* and *Irf1*, while cDC1 cluster 8 and cDC2 cluster 8‐like shared expression of a core “mregDC”‐like signature (Figure 3E).

**FIGURE 3:**
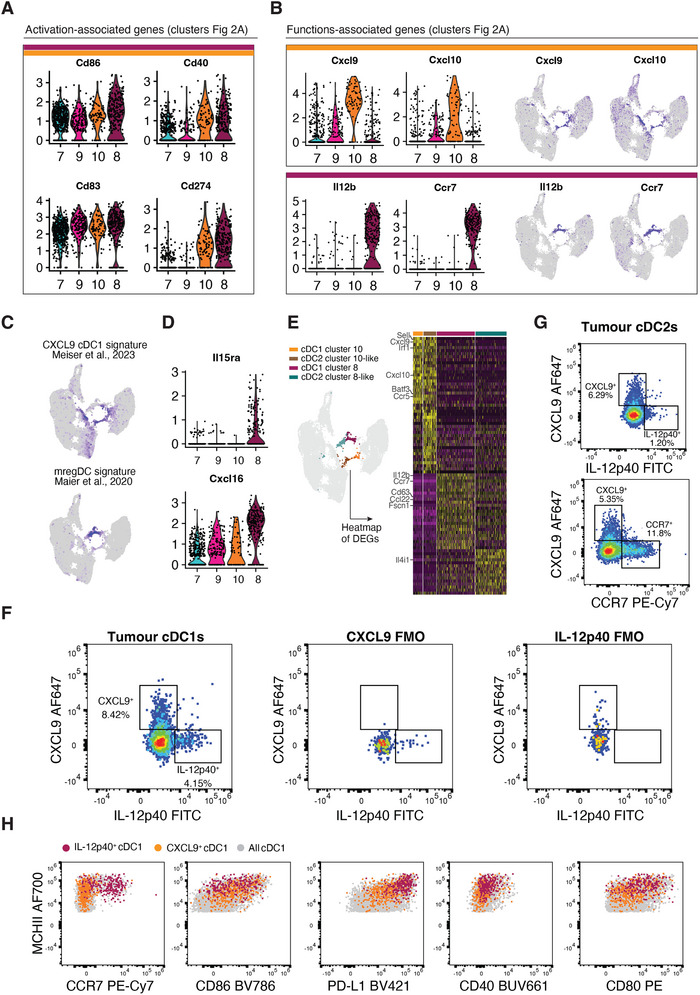
cDC1s are present in two distinct activation states in tumours. **(A)** Violin plots of the activation‐associated genes *Cd86, Cd83, Cd40* and *Cd274* (encoding for PD‐L1) on the activated cDC1 clusters (clusters 7, 9, 10 and 8) identified in Figure 2A. **(B)** Violin plots (left) and feature plots (right) of selected genes associated with cDC1 functions in tumours, including *Cxcl9*, *Cxcl10, Il12b* and *Ccr7*. **(C)** Overlay of the CXCL9 cDC1 signature from Meiser et al., 2023 (upper UMAP) and of the mregDC signature from Maier et al., 2020 (lower UMAP). **(D)** Expression of *Il15ra* and *Cxcl16* across activated cDC1 clusters, reminiscent of the CCR7‐expressing cDCs described by Di Pilato et al., 2021. **(E)** Heatmap showing the expression of *Cxcl9* cDC1 DEGs and *Il12b* cDC1s DEGs in cDC1 cluster 10 (orange), cDC2 cluster 10‐like (brown), cDC1 cluster 8 (maroon), cDC2 cluster 8‐like (teal). **(F)** Left panel: expression of CXCL9 and IL‐12p40 in tumour cDC1s by flow cytometry, as gated in Figure S3A. The data shown are a pool from 10 samples from one experiment. Representative of two experiments. Middle panel: FMO control for CXCL9 expression. Right panel: FMO control for IL‐12p40 expression. **(G)** Expression of CXCL9 and IL‐12p40 (upper panel) or CXCL9 and CCR7 expression (lower panel) in cDC2s. Data from one sample and representative of 10 samples from one experiment. **(H)** Dot plots showing expression of a selection of activation‐associated markers (MHCII, CCR7, CD86, PD‐L1, CD40, CD80) in IL‐12p40^+^ cDC1s (in maroon), CXCL9^+^ cDC1s (in orange) and in ungated cDC1s (in grey). Data pooled from 10 samples from one experiment. Representative of two experiments.

Because clustering of scRNAseq datasets depends on resolution parameters and the relative heterogeneity of cells included in the dataset, we set out to validate the existence of the cDC1 clusters 8 and 10 by flow cytometry (Figure S3A). This was particularly important given the difficulty in distinguishing activated cDC1s from cDC2s at the mRNA level [20]. We used IL‐12p40 and CCR7 as flow cytometry markers for cDC1s from cluster 8, and CXCL9 for cDC1s from cluster 10. In line with the scRNAseq data, we observed two clear populations of cDC1s that expressed either IL‐12p40 or CXCL9 protein in a mutually exclusive manner (Figure 3F). IL‐12p40^+^ but not CXCL9^+^ cDC1s expressed high levels of CCR7 (Figure 3H; Figure S3B), again in line with the scRNAseq data. In addition, we analysed the expression of other activation‐associated markers (MHC class II (MHCII), CD80, CD86, CD40 and PD‐L1) on intratumoural cDC1s, and found that IL‐12p40^+^ cDC1s expressed higher levels of MHCII, CD80, CD86, PD‐L1 and CD40 than CXCL9^+^ cDC1s (Figure 3H; Figure S3B). Importantly, CXCL9^+^ and IL‐12p40^+^ cDC1s were not only found in MCA205 LA‐OVA tumours but could also be detected in other tumour models (MC38, YUMMM1.7, COX‐deficient Braf^V600E^ 5555 melanoma, B16‐F10) (Figure S3C), arguing that they are a common feature of murine transplantable tumours.

Interestingly, when we analysed the tumour cDC2 compartment by flow cytometry, CXCL9^+^ cDC2s were also detected while IL‐12p40^+^ cDC2s were very rare (Figure 3G). Nevertheless, when plotting CXCL9 against CCR7, two mutually exclusive populations of CXCL9^+^ and CCR7^+^cDC2s could be found (Figure 3G). This was reminiscent of the cDC1 dichotomy between CXCL9^+^ and IL‐12p40^+^ states and suggests that CCR7 (but not IL‐12p40) can be used to identify cluster 8‐like cDC2s (Figure 3E,G). Overall, the flow cytometry analysis validated the scRNAseq data and showed that activated cDC1s and cDC2s within tumours can exist in two states, differentially expressing CXCL9 or CCR7. For cDC1s but not cDC2s, the CCR7^+^ state corresponds to cells that also produce IL‐12p40. This is consistent with recent studies showing that activated cDC1s are heterogeneous and differentially marked by either CXCL9 or IL‐12p40 expression [8]. These two cDC1 activation states will be hereafter referred to as *Cxcl9* and *Il12b* cDC1s for simplicity.

### 2.3 *Cxcl9*‐ and *Il12b*‐Activated cDC1s Are Enriched in Different Regions of the Tumour

Next, we investigated whether the distinct cDC1 states were associated with specific regions within the tumour. We focused our analysis on day 9 to examine the organisation of cDC1 cellular states at a time point where they might be performing local functions within tumours, such as supporting CD8^+^ T cells expansion and tumour rejection (Figure 1A,B).

We first used MHCII staining to identify early cDC1s (Venus^+^ MCHII^low^), resting cDC1s (Venus^+^ MCHII^int^), and activated cDC1s (Venus^+^ MCHII^high^) (Figure S4A) because MHCII expression can distinguish pre‐cDCs from differentiated cDCs and strong MHCII staining was recently used to identify activated cDCs by microscopy [8]. As before, we generated CytoMAP regions based on the local abundance of cDCs, CD8^+^ T cells, blood vessels and tumour cells. Overall, the highest proportion of resting and activated cDC1s, as well as early cDC1s, was found in Region 5‐Border (Figure S4B). Next, we asked whether *Cxcl9* and *Il12b* cDC1s segregate to different regions of the tumour. To that end, we used RNAscope to detect *Il12b* and *Cxcl9* transcripts coupled with staining for protein markers for cDC1s (Venus^+^), blood vessels (CD31^+^) and CD8^+^ T cells (CD8^+^). *Cxcl9* and *Il12b* cDC1s were identified by quantifying *Cxcl9* and *Il12b* puncta within Venus^+^ cells (Figure 4A). Interestingly, using CytoMAP, we found different localisation patterns for *Il12b* and *Cxcl9* cDC1s. Proportionally, *Cxcl9* cDC1s localised to a greater extent in the parenchyma (CytoMAP Region 6‐infTumour), while the *Il12b* cDC1s were enriched in tumour border regions (CytoMAP Region 5‐Border) (Figure 4B,D). In addition, proportionally more cDC1s were *Cxcl9‐*positive than *Il12b‐*positive in Region 6‐infTumour, while the opposite trend was observed in Region 5‐Border (Figure 4C). When looking at the overall expression pattern of *Cxcl9* in tumours, irrespective of the cDC1s, we also observed an enrichment of *Cxcl9* transcripts in the parenchymal Region 6‐infTumour (Figure S4C), where *Cxcl9* expression sometimes overlapped with blood vessels (Figure S4D). This indicates that, in addition to cDC1s, vessel‐associated cells in the parenchyma can also express *Cxcl9*.

**FIGURE 4:**
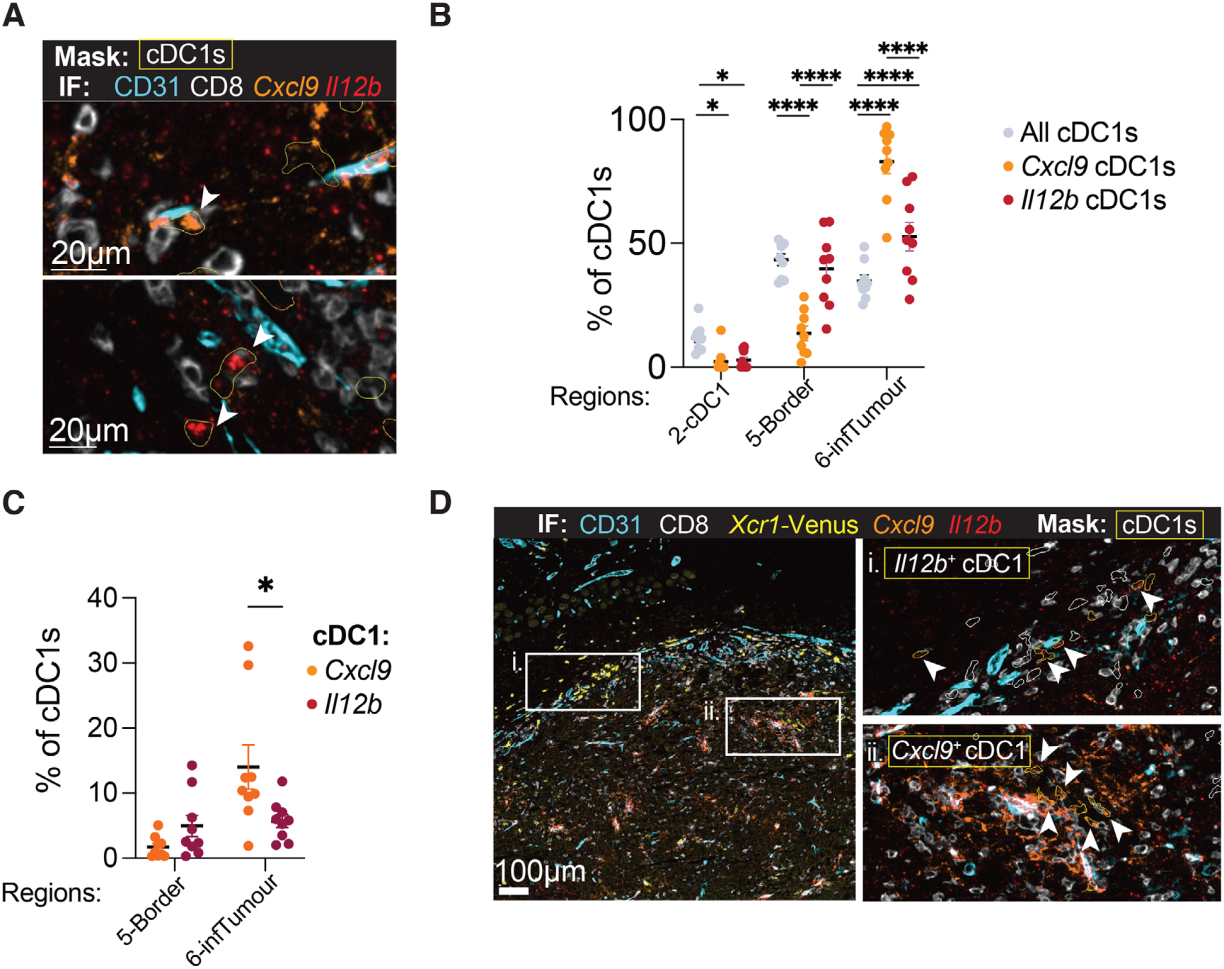
*Cxcl9* and *Il12b* activated cDC1s are enriched in different regions of the tumour. **(A)** Identification of *Cxcl9* (white arrow, upper panel) and *Il12b* (white arrows, lower panel) cDC1s on tumour sections using RNAscope and IF. Tumour sections were harvested on day 9 from *Xcr1‐*Venus mice. Shown are masks of cDC1s identified with Imaris (yellow contour), as well as CD8 (white), CD31 (turquoise), *Cxcl9* (orange) and *Il12b* (red) staining. **(B)** Distribution of total cDC1s (grey dots), *Cxcl9* cDC1s (orange dots) and *Il12b* cDC1s (red dots) across CytoMAP region 2‐cDC1 (stroma), 5‐Border and 6‐infTumour (parenchyma). *Cxcl9* and *Il12b* cDC1s were identified based on the volume of either RNAscope probe that overlapped with cDC1 surfaces. Distribution across CytoMAP regions 1 and 3 is not shown. Statistical analysis was performed using a two‐way ANOVA test, including all six CytoMAP regions and comparing the mean of all cDC1s, *Cxcl9* cDC1s and *Il12b* cDC1s. Each dot represents a tumour section from a different sample. *n* = 9 independent whole tumour sections, from two independent experiments. **(C)** Percentage of cDC1s from Region 5‐Border or Region 6‐infTumour expressing either *Cxcl9* (in orange) or *Il12b* (in red). Statistical analysis was performed using a two‐way ANOVA test and comparing the mean of *Cxcl9* cDC1s and *Il12b* cDC1s. *n* = 9 independent whole tumour sections, from two independent experiments. **(D)** Representative image of CD31, CD8, *Xcr1*‐Venus, *Cxcl9* and *Il12b* on tumour sections showing close‐ups of region enriched in *Il12b* cDC1s (upper right panel, masks outlined in yellow and highlighted with white arrows) and *Cxcl9* cDC1s (lower right panel, masks outlined in yellow and highlighted with white arrows). Masks outlined in white represent ungated cDC1s.

The localisation of activated cDC1s in immunogenic tumours was recently examined in detail [8]. That study identified a population of MHCII^high^ CCR7^neg^ cDC1s associated with CXCL9 expression at the stroma‐tumour interface [8], in apparent contrast with our findings of *Cxcl9* cDC1s enrichment in the tumour parenchyma. To assess the overlap between MHCII^high^ CCR7^neg^ cDC1s and CXCL9‐expressing cDC1s in our MCA205‐LA‐OVA model, we gated on MHCII^high^CCR7^neg^ cDC1s by flow cytometry and found that not all of them expressed CXCL9 (Figure S4E), as also observed by Meiser et al. using COX‐deficient Braf^V600E^ 5555 tumours. Thus, MHCII^high^ CCR7^neg^ cDC1 include CXCL9^+^ and CXCL9^–^ cells. Therefore, differences in how the CXCL9^+^ cDC1 state is identified on tumour sections, either through direct *Cxcl9* mRNA detection or inferred from the absence of CCR7 expression, may partly explain the discrepancies between our findings and those of Meiser et al. [8].

In sum, our results suggest that *Cxcl9* and *Il12b* cDC1s are enriched in different regions of the tumour, with *Cxcl9* cDC1s preferentially located in the parenchyma and the *Il12b* cDC1s in tumour border regions (Figure 4D).

### 2.4 Stem‐Like TCF1^+^ CD8^+^ T Cells Localise With *Il12b* cDC1s in Tumour‐Bordering Regions

We next focused on the localisation of CD8^+^ T cells in relation to *Cxcl9* and *Il12b* cDC1s. First, we took advantage of the expression of the model antigen OVA by the tumour cells to ask whether antigen‐specific CD8^+^ T cells associate with specific regions of the tumours. We transferred naïve CD45.1 OVA‐specific OT‐I CD8^+^ T cells into CD45.2 *Xcr1*‐Venus mice contemporaneously with tumour cell inoculation and harvested tumours seven days later to analyse OT‐I intratumoural distribution (Figure S5A). OT‐I and non‐OT‐I CD8^+^ T cells could be distinguished in tumour sections by staining for CD45.1 (Figure S5B,C). CytoMAP analyses of these tumours resulted in a slightly different region partition compared with previously. This time, CytoMAP did not generate a cDC1s Region 2‐cDC1 (stroma) and instead generated two regions that we annotated as “5A” and “5B” based on their similarity with the previously described Region 5‐Border (Figure S5D). We observed no difference in the distribution of OT‐I versus other CD8^+^ T cells across all CytoMAP regions (Figure S5E). The lack of OT‐I bias towards specific regions of the tumour compared with other CD8^+^ T cells indicates, therefore, that the overall distribution of CD8^+^ T cells in these tumours can be used as a proxy for those that are truly specific for tumour antigens.

Tumour‐infiltrating CD8^+^ T cells can be found in different states, including effector cytotoxic CD8^+^ T cells that express granzyme B (*Gzmb*) and perforin (*Prf1*), and stem‐like TCF1^+^ CD8^+^ T cells that lack effector functions but can replenish the cytotoxic CD8^+^ T cell pool [33]. We stained tumour sections for TCF1 and CD8 and observed that stem‐like TCF1^+^CD8^+^ T cells were enriched at the tumour borders but reduced in the parenchyma, compared with total CD8^+^ T cells (Figure 5A,B). Similarly, TCF1^+^ CD4^+^ T cells were enriched at the tumour border compared with total CD4^+^ T cells (Figure S5F).

**FIGURE 5:**
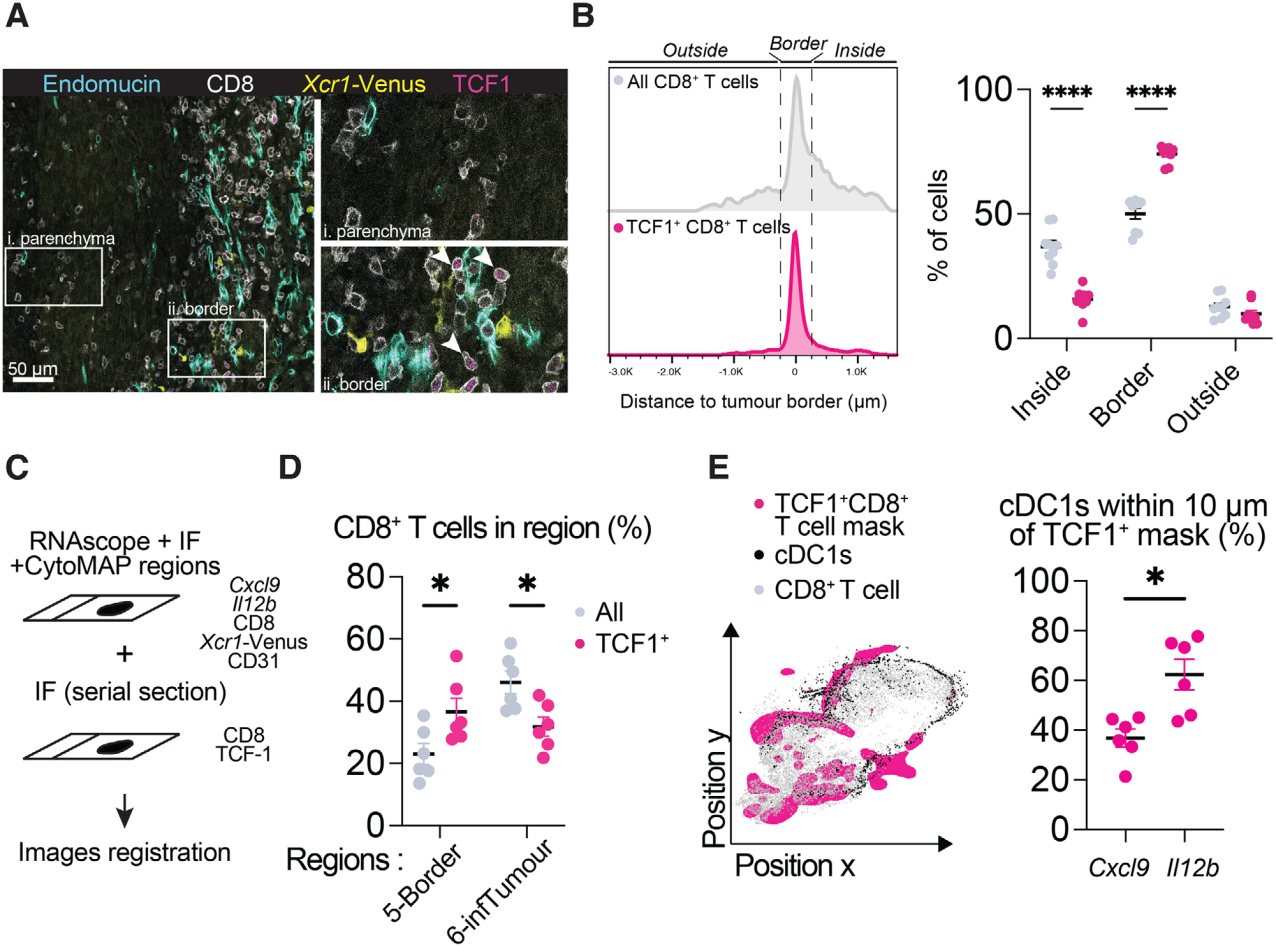
Stem‐like TCF1^+^ CD8^+^ T cells locate with *Il12b* cDC1s in tumour‐bordering regions. **(A)** Identification of stem‐like TCF1^+^ CD8^+^ T cells and TCF1^−^ CD8^+^ T cells by IF. Shown is a representative image of a tumour section stained for endomucin (turquoise), CD8 (white), *Xcr1‐*Venus (yellow) and TCF1 (magenta) (left panel) and close‐ups of parenchyma regions (upper right panel) and tumour border region enriched in blood vessels and cDC1s (lower right panel). White arrows indicate TCF1^+^ CD8^+^ T cells at the tumour border. CD8^+^ T cells were segmented using cellpose, and TCF1 staining outside of segmented CD8^+^ T cells was removed in Fiji for clarity. **(B)** Left: Representative histograms of distances of all CD8^+^ T cells (in grey) and TCF1^+^ CD8^+^ T cells (in magenta) to the tumour border for one tumour section. Right: percentage of cells “inside”, “at the border” and “outside” of the tumour based on the dotted‐line gates shown on the histogram. Each dot represents a different tumour sample. CD8^+^ T cells and TCF1^+^ CD8^+^ T cells were segmented using Imaris, and the shortest distance of each cell to the tumour border was calculated using CytoMAP. Statistical test: two‐way ANOVA test, comparing the mean of total CD8^+^ T cells (in grey) and TCF1^+^ CD8^+^ T cells (in magenta). *n* = 9 independent whole tumour sections, from two independent experiments. **(C)** Schematic of images registration of serial sections that were stained for *Cxcl9, Il12b*, CD8, *Xcr1‐*Venus and CD31 (from Figure 3) and CD8 and TCF‐1 (from Figure 4B). Registration was done using the Fiji bUnwarpJ plugin. Only six sections out of nine were kept for following analyses based on the performance of the registration. **(D)** Percent of total CD8^+^ T cells (in grey) and TCF1^+^ CD8^+^ T cells (in magenta) classified as CytoMAP Regions 5‐Border and 6‐infTumour following registration. Statistical analysis: two‐way ANOVA test and comparing the mean of total CD8^+^ T cells (in grey) and TCF1^+^ CD8^+^ T cells (in magenta). *n* = 6 independent whole tumour sections, from two independent experiments. **(E)** Association of *Cxcl9* and *Il12b* cDC1s with TCF1^+^CD8^+^ regions. Registered TCF1^+^CD8^+^ masks were generated based on the density of TCF1^+^CD8^+^ cells. Distances between cDC1s and the mask were calculated. cDC1s that were inside or within 10 µm distance from the registered masks were considered to be associated with TCF1^+^CD8^+^ regions. Shown on the left is a representative plot from one tumour section of the TCF1^+^CD8^+^ mask (in magenta) overlaid with cDC1s (black dots) and total CD8^+^ T cells (in grey). Shown on the right are the percentage of *Cxcl9* and *Il12b* cDC1s within 10 µm of the mask. *n* = 6 independent whole tumour sections, from two independent experiments. Statistical test: two‐tailed paired *t*‐test.

To assess if the location of stem‐like and effector‐like CD8^+^ T cells correlated with *Il12b* and *Cxcl9* cDC1s, we registered serial sections from the *Il12b* and *Cxcl9* RNAscope experiment (Figure 3) with ones stained for TCF1 (Figure 5B,C). We first inferred TCF1^+^ and TCF1^−^ CD8^+^ T cell association with the 6 CytoMAP regions from the RNAscope by calculating the shortest distances between the registered TCF1^+^ and TCF1^−^ CD8^+^ T cells and the CytoMAP regions. We found that TCF1^+^ CD8^+^ T cells were increased within the tumour border Region 5‐Border compared with the total CD8^+^ T cells and were decreased in parenchyma Region 6‐infTumour, in line with the quantifications above (Figure 5D). This was also the case when looking at the percentage of TCF1^+^ CD8^+^ T cells within 10 µm of each region (Figure S5G). To identify the association of *Cxcl9* and *Il12b* cDC1s with TCF1^+^ CD8^+^ T cells, we generated masks representing areas where TCF1^+^ CD8^+^ T cells densely accumulate within tumours (Figure 5E; Figure S5H). Regional masks rather than precise T cell location were used to assess their association with cDC1s because imperfect section registration does not provide precise cell‐to‐cell correlation. We found a higher percentage of *Il12b* cDC1s within 10 µm of the CD8^+^ TCF1^+^ mask compared with the *Cxcl9* cDC1s, suggesting that *Il12b* cDC1s are enriched in the vicinity of TCF1^+^ CD8^+^ T cells (Figure 5E).

Overall, these results suggest that, similarly to cDC1s, CD8^+^ T cell states are spatially organised in tumours, with TCF1^+^ T cells enriched at tumour borders. In line with this, we find that *Il12b* cDC1s associate more closely with TCF1^+^ CD8^+^ T cells compared with the *Cxcl9* cDC1s located in the parenchyma.

### 2.5 *CCR7* ^+^ cDC1s Associate With TCF1^+^ Regions in Human Tumours

Analysis of cDC1 heterogeneity in samples from cancer patients also reported the existence of *CXCL9* ^+^ and *CCR7* ^+^ cDC1s in human tumours [8]. To assess whether the patterns of cDC1 and CD8^+^ T cell states distributions that we observed in murine tumours are preserved in human tumours, we explored a published MERFISH dataset from hepatocellular carcinoma (HCC) patients [12] that included markers of cDC1s (such as *XCR1, CLEC9A*), CD8 and CD4 T cells (*CD3E, CD4, CD8*), cDC1 states (*CXCL9, IL12B, CCR7*), and T cell states (*TCF1*).

The HCC dataset comprised 10 tumour section samples from 6 patients treated with anti‐PD1 therapy and 1 untreated patient. From these, we selected three samples in which distinct clusters of *CXCL9^+^* and *CCR7^+^* could be identified. We used *CCR7* expression as a proxy to infer the *IL12B* cDC1 state because of the low abundance of *IL12B* transcripts on these sections (not shown) and given that *Ccr7* and *Il12b* expression by tumour cDCs is perfectly correlated (Figure 3H; Figure S3B), as previously described [20, 24]. We identified clusters of TCF1^+^ T cells (including both CD4^+^ and CD8^+^ T cells) and of TCF1^−^ CD8^+^ T cells and projected them on the tumour space. We generated masks of TCF1^+^‐enriched regions or of TCF1^−^ CD8^+^ T cell regions, and overlayed the *CCR7* ^+^ and the *CXCL9* ^+^ cDC1s on these masks (Figure 6A). Similar to what we observed in murine tumours, we identified a higher proportion of *CCR7^+^* cDC1s located within 10 µm of the TCF1^+^ mask compared with *CXCL9^+^* cDC1s (Figure 6B). These results highlight that the spatial organisation of human cDC1 states with CD8^+^ T cells resembles that in murine tumours. Thus, potential interactions between *Il12b* cDC1s and stem‐like TCF1^+^ CD8^+^ T cells, as well as *Cxcl9* cDC1s and effector TCF1^−^ CD8^+^ T cells, might be important for anti‐tumour immunity across species (Figure 6C).

**FIGURE 6:**
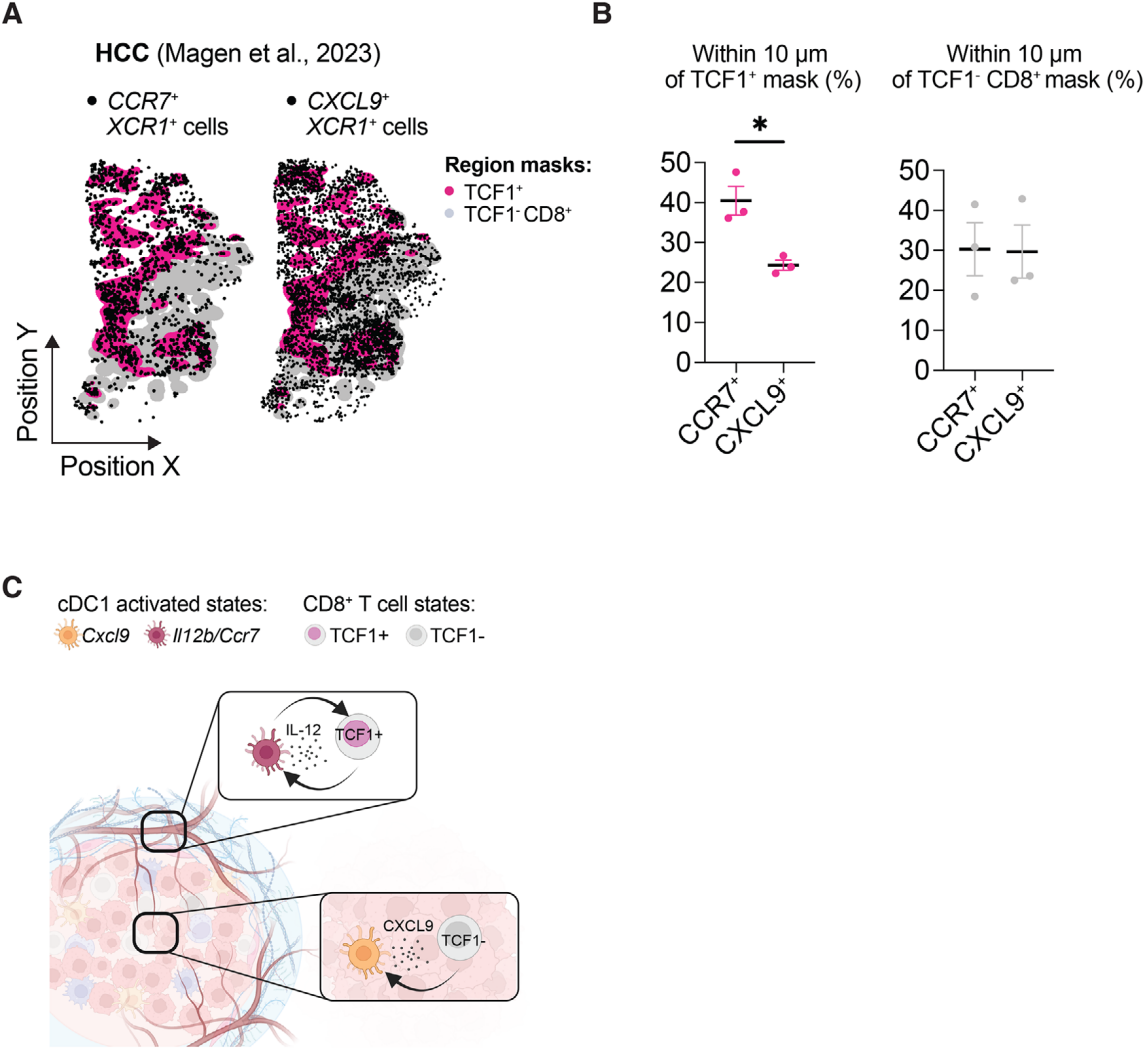
*CCR7* ^+^ cDC1s associate with TCF1^+^ regions in human tumours. **(A)** Association of *CCR7^+^ XCR1^+^* and *CXCL9^+^ XCR1^+^* cDC1s with *TCF1* ^+^ and *TCF1* ^−^ *CD8* ^+^ regions in human HCC tumour sections. *CCR7^+^ XCR1^+^* and *CXCL9^+^ XCR1^+^* cDC1s, as well as *TCF1* ^+^ and *TCF1* ^−^ *CD8* ^+^ cells, were identified in the MERFISH dataset published by [12]. Three samples were included based on whether a population of *CCR7^+^ XCR1^+^* and *CXCL9^+^ XCR1^+^* cDC1s could be identified in the sample. Masks were generated based on the density of *TCF1* ^+^ cells or *TCF1* ^−^ *CD8* ^+^ cells, and the distances between cDC1s and the mask were calculated. Shown are representative plots from one tumour section with TCF1^+^ mask (in magenta) and TCF1^−^ CD8^+^ mask (in grey) overlaid with *CCR7^+^ XCR1^+^* cDC1s (on the left) and *CXCL9^+^ XCR1^+^* cDC1s (on the right). **(B)** Percentage of *CCR7^+^ XCR1^+^* cDC1s (on the left) and *CXCL9^+^ XCR1^+^* cDC1s within 10 µm of the TCF1^+^ mask (left) and TCF1^−^ CD8^+^ mask (right). Statistical test: two‐tailed paired *t*‐test. **(C)** Graphical summary of the study. Intratumoural cDC1s can be found in two distinct activation states associated with either *Cxcl9* or *Il12b* expression and are located in different regions of the tumour. *Cxcl9* cDC1s are located in the tumour parenchyma during tumour rejection, whereas *Il12b* cDC1s are enriched at the tumour borders. These locations correlate with those of CD8^+^ T cell states within tumours, with stem‐like TCF1^+^ CD8^+^ T cells enriched at tumour borders with *Il12b* cDC1s, while cytotoxic TCF1^−^ CD8^+^ infiltrate the tumour parenchyma. The figure was generated with BioRender.

## 3 Discussion

While it is well established that cDC1s perform key roles in anti‐tumour immunity, it is still unclear how cDC1s are organised in space and time to perform these functions. Here, we perform a quantitative analysis of the distribution of cDC1s in immunogenic tumours using CytoMAP as an unbiased and comprehensive framework to describe cell distributions. This strategy complements other studies that focused on identifying cellular neighbourhoods predicted a priori to be important for anti‐tumour immunity [8]. We found that a large proportion of cDC1s are dispersed in the stroma during early initial tumour development, but that their distribution changes over time. At a late time point, during tumour rejection and intratumoural CD8^+^ T cell expansion, cDC1s largely accumulate at the border of the tumours, a region that is also characterised by a high density of blood vessels and CD8^+^ T cells. These distinct patterns might reflect the different roles that cDC1s play at these two time points, related primarily to CD8^+^ T cell priming in tdLNs versus CD8^+^ T cell support within tumours, respectively.

The large number of cDC1s found at the tumour border during tumour rejection is intriguing, considering that a central role for cDC1s in anti‐tumour immunity is thought to be to take up antigens from dying tumour cells, presumably from regions of necrosis in the tumour parenchyma. However, in addition to their role in T cell priming in tdLNs, cDC1s have also been suggested to perform local functions in the tumour, for example, by recruiting and interacting with intratumoural CD8^+^ T cells. Here, we generated an unprecedentedly large scRNAseq dataset of the cDC lineage in tumours to characterise the different states of tumour cDC1s. We identified clusters of early cDC1s/pre‐cDC1s, resting cDC1s, and activated cDC1s, and, in particular, two distinct clusters of activated cDC1s associated with *Cxcl9* and *Il12b/Ccr7* expression, respectively. These cellular states are reminiscent of cDC1‐mediated functions in anti‐tumour immunity described in other studies. CXCL9 expression by cDC1s has been suggested to be important for CD8^+^ T cells recruitment to tumours, including in regions rich in cDC1s at the tumour borders [8, 9]. CXCL9 was also shown to be induced in cDC1s upon TIM3 blockade in mice, which contributed to the therapeutic effect [30]. IL‐12p40 and CCR7 have also been shown to be important for cDC1‐mediated tumour rejection. CCR7 has long been established to be necessary for migration of cDC1s to LNs [25] but has more recently also been suggested to be expressed in activated cDC1s that are retained in the tumours [7], potentially by CCL19‐expressing fibroblasts [26]. CCR7^+^ IL12‐p40^+^ cDCs have been shown to associate with CD8^+^ T cells in perivascular regions of the tumour where they trans‐present IL‐15 to CD8^+^ T cells [6] and are suggested to be important for the efficacy of immune‐checkpoint blockade [27].

Activated cDCs in tumours have largely been associated with a core gene expression signature that includes *Ccr7* and *Il12b*, amongst other markers [6, 7, 20, 24]. However, our scRNAseq and flow cytometry analyses suggest that a distinct population of activated cDC1s is associated, instead, with *Cxcl9/*CXCL9 expression. This is in line with recent work from Meiser et al. [8] that demonstrated the existence of two distinct activated cDC1 populations associated with CXCL9 or IL‐12p40/CCR7 in tumours. Interestingly, a similar dichotomy was also recently shown in the spleen under steady‐state conditions [15], suggesting that these two activation states can exist in other contexts.

We used RNAscope to directly assess the localisation of the activated states identified by scRNAseq. We found that *Cxcl9* and *Il12b* cDC1s were enriched in different regions of the tumour: *Cxcl9* cDC1s were overrepresented in the parenchyma of the tumour, while *Il12b* cDC1s were located preferentially at the border of the tumour. We correlated these findings with the locations of intratumoural CD8^+^ T cell states, using TCF1 to distinguish TCF1^+^ stem‐like from effector T cells. We observed similar dichotomous localisation patterns as for the cDC1 states, with stem‐like CD8^+^ T cells located predominantly at the borders of the tumour. In human tumours, we also observed an enrichment of *CCR7* cDC1s but not *CXCL9* cDC1s within *TCF1* regions, which suggests that discrete spatial co‐localisation is preserved across species. This is in line with recent studies reporting spatial clustering of *CCR7* and *TCF1* cells and more distal *CXCL9* expression within human tumours [26], and with work from Di Pilato et al. [6] that reported the close proximity of CCR7/IL‐12 cDCs to perivascular regions of the tumours. TCF1^+^ CD8^+^ T cells have also been found in close proximity to CD4^+^ T cells, including regulatory T cells, as well as B cells [12, 26]. Therefore, TCF1^+^ CD8^+^ T cells in tumours seem to occupy distinct niches that include multiple cell types beyond CCR7^+^ cDC1s, all of which might impact anti‐tumour immunity.

In apparent contrast to our finding that *Cxcl9* cDC1s are enriched within the tumour parenchyma, the study from Meiser et al. [8] analysed a population of MHCII^high^ CCR7^neg^ cDC1s associated with CXCL9 expression and suggested that they are found at the stroma‐tumour interface. In our analysis (Figure S4E), a large fraction of MHCII^high^ CCR7^neg^ cDC1s did not stain for CXCL9, suggesting that differences in how cDC1 states are identified (either through direct measurement of *Cxcl9* or by absence of CCR7) might account for these discrepancies. Additionally, the use of different transplantable tumour models in the studies could contribute to these differences. Direct comparison between these two studies is further limited by differences in the time points analysed, with the study by Meiser et al. [8] focusing on an earlier time point (day 6) than our analysis, which was performed on day 9. Future studies comparing tumour models and time points will help clarify the overlap between MHCII^+^CCR7^neg^ and *Cxcl9* cDC1s, as well as their localisation within tumours.

Our work focused on the spatial association between activated cDC1s and TCF1⁺ CD8⁺ T cells, but CD8⁺ T cells in tumours span a spectrum of states, including stem‐like, effector, and exhausted. Techniques such as multiplex imaging and spatial transcriptomics can clarify how cDC1s interact with these diverse CD8⁺ T cell types. Preliminary data using an extended panel of phenotypic markers suggest an enrichment of effector CD8⁺ T cells within the tumour parenchyma (data not shown). As such, CXCL9⁺ cDC1s may be key to recruiting effector TCF1^−^ CD8^+^ T cells into the tumour parenchyma. However, other cell types, including cDC2s and endothelial‐associated cells, also express *Cxcl9* (Figure 3G; Figure S4D). In addition, a subset of tumour‐associated macrophages expressing CD206 has also been reported to express CXCL9 and to play a role in supporting the presence of cDC1s, CD8⁺ T cells, and NK cells [34]. These observations raise the question of functional redundancy. Whether cDC1s perform distinct, non‐redundant roles, in particular those associated with *Il12b* or *Cxcl9* activate states, remains to be determined. Furthermore, extending analysis to include cDC2s and pre‐cDCs will improve understanding of how the dendritic cell lineage, beyond cDC1s, participates in anti‐tumour immunity.

It also remains unclear whether *Il12b*‐ and *Cxcl9*‐expressing states reflect stages in a shared trajectory. We interpret them here as coexisting discrete activation programmes, but further studies are needed to identify the upstream cues that shape them and assess plasticity. Prior work suggests uptake of apoptotic cells may drive CCR7‐associated cDC1 activation programmes [15, 35], while IRF1 and NF‐κB pathways have been more generally linked to cDC1 activation in tumours [36]. Defining the molecular circuits governing these states, especially those regulating IL‐12p40 and CXCL9, will be essential to understanding cDC1 contributions to anti‐tumour immunity. Furthermore, our analysis offers a static view of cDC1 localisation. It remains unknown whether cDC1s in the tumour border migrate into the parenchyma, how long they persist in tumours, or whether they exit to tdLNs. This is especially relevant for CCR7⁺ cDCs, for which the mechanisms governing LN migration versus local residency are unclear.

In sum, various studies have reported a role for IL‐12 and CXCL9 in anti‐tumour immunity. Our data suggest that these functions are performed by two distinct activated states of intratumoural cDC1, which are spatially segregated and associated with specific CD8^+^ T cell cellular states. Based on their localisation, *Il12b* cDC1s might be important to sustain TCF1^+^ T cells at the tumour border, potentially through local expression of IL‐12, IL‐15 trans‐presentation and/or antigen (cross‐) presentation. On the other hand, *Cxcl9* cDC1s might be important to recruit effector CD8^+^ T cells within the parenchyma, where they can perform their cytotoxic functions. Future studies targeting these specific axes in cDC1s will be important to test these hypotheses.

### 3.1 Data Limitations and Perspectives

Our study describes the localisation and gene expression signatures of cDC1s in immunogenic tumours, but their functional relevance remains to be directly tested. Existing models for cDC1 depletion do not allow selective targeting of specific activated states. Future tools, for example, an *Xcr1‐*Cre *Cxcl9‐*LSL‐DTR mouse enabling ablation of CXCL9⁺ cDC1s, could be used to address this.

A major challenge remains in distinguishing cDC1 functions within tumours from functions leading to T cell priming in tdLNs. As cDC1 depletion affects both compartments, strategies such as FTY720 treatment, as recently used [8], are needed to block egress of primed T cells from tdLNs and isolate the intratumoural compartment. Combining this approach with selective genetic models targeting activated cDC1 subsets or effector functions could clarify how cDC1s shape CD8⁺ T cell responses within the TME.

A limitation of our study is the focus on a single tumour model. To assess the generalizability of our findings, broader validation across tumours with varying immunogenicity will be critical, including both transplantable models and genetically engineered mouse models. Furthermore, extending these investigations to a wider range of human tumours is also essential to determine whether the spatial patterns observed here are conserved in human tumours. Notably, murine transplantable tumours often exhibit more structured architecture than human tumours, which are typically more heterogeneous and evolutionarily complex. Therefore, larger patient cohorts and systematic spatial analyses will be necessary to evaluate whether localisation patterns identified in mice are preserved in humans and correlate with clinical outcomes.

## 4 Materials and Methods

### 4.1 Experimental Animals

The following mouse strains were bred at The Francis Crick Institute in specific pathogen‐free conditions: C57BL/6J, *sGsn^−/−^* [3], *sGsn^−/−^ Clec9a^−/−^* [3], CD45.1 OT‐I, *Xcr1‐*Venus [31]. Transgenic mice were backcrossed to C57BL/6J. Male and female mice between 6 and 20 weeks of age were used in this work. Animal experiments were performed in accordance with national and institutional guidelines for animal care and were approved by the Francis Crick Institute Biological Resources Facility Strategic Oversight Committee (incorporating the Animal Welfare and Ethical Review Body) and by the Home Office, UK.

### 4.2 Transplantable Tumours

For tumour injection, MCA205 LA‐OVA‐mCherry [3], 5555 COX‐KO [37], YUMM1.7 (from Erik Sahai, ATCC CRL‐3362), B16‐F10 (from Erik Sahai) and MC38 (ENH204‐FP, The Francis Crick Institute) cells were thawed 1 week before injection and cultured in RPMI 1640 supplemented with 2 mM glutamine, 100 units/mL penicillin, 100 µg/mL streptomycin, nonessential amino acids, 10 mM HEPES, 50 µM 2‐mercaptoethanol (all from Gibco) and 10% heat‐inactivated fetal calf serum (FCS) (R10+ medium) in humidified 37°C in a 5% CO_2_ incubator. On the day of injection, cells were collected and injected subcutaneously in 100 µL in one or both flanks. Tumour growth was monitored every 2 to 3 days, and the longest tumour diameter (*l*) and perpendicular width (*w*) were measured using digital Vernier callipers. Tumour volumes were calculated using the formula: length × width^2^/2 and expressed as mm^3^ [38].

### 4.3 Administration of Brefeldin A in Vivo

To analyse cytokine expression in cDCs, mice were injected i.v. or i.p. with Brefeldin A (Sigma, B6542) at 1 mg/mL in 200 µl. Brefeldin A was first reconstituted in DMSO at 20 mg/mL and diluted 20 times in pre‐warmed PBS right before the injection. Mice were culled 6 h later, and tissues were processed in the presence of Monensin solution (Biolegend cat# 420701) until fixation to prevent the secretion of cytokines during tissue processing.

### 4.4 Adoptive Transfer of Naïve CD8^+^ OT‐I Cells

Spleens were harvested from CD45.1 OT‐I mice and mashed on a 70 µm strainer. Naïve CD8^+^ T cells were enriched using the EasySep Mouse CD8^+^ T cell isolation kit (Stem Cell Technologies, cat# 19858). In brief, splenocytes were incubated with rat serum and with the isolation cocktail mix for 10 min. Rapidspheres particles were added to the samples and incubated for 5 min. The sample was placed into the EasySep magnet, and the enriched cell suspension containing CD8^+^ T cells was collected by pouring the unbound fraction of the magnet into a collection tube. A thousand naïve CD8^+^ T cells were injected i.v. in 200 µL of PBS per mouse on the day of tumour injection.

### 4.5 Cell Isolation

LNs and tumours were cut into small pieces and digested for 20 min (LNs) or 40 min (tumours) in collagenase VIII (1 mg mL^−1^, Sigma‐Aldrich) and DNase I (0.4 mg mL^−1^, Roche). Digested tissues were transferred to a 70 µm cell strainer on 50 mL Falcon tubes, and tissues were mashed on the filter using a syringe plunger. Strainers were washed with FACS buffer (PBS supplemented with 3% FCS and 5 mM EDTA). For tumours, leukocytes were enriched using Percoll to improve the quality of the staining. Samples were resuspended in 6 mL of 40% Percoll at RT and added on top of 6 mL of 80% Percoll in a 15 mL Falcon, and centrifuged for 23 min at 325×*g* at room temperature (RT), with an ascending and descending rate of 5. Leukocytes were collected after centrifugation at the interface of the two layers.

### 4.6 Flow Cytometry

Flow cytometry experiments were performed according to the “Guidelines for the use of flow cytometry and cell sorting in immunological studies” [39]. Cells were plated in v‐bottom 96‐well plate and spun down at 1400 RPM for 4 min. For CCR7 staining, cells were resuspended in 100 µl R10+ medium with anti‐CCR7 and purified anti‐CD16/32, and incubated for 20 min at 37°C in a 5% CO_2_ incubator. After washing, cells were resuspended in 100 µL of PBS with fixable live/dead blue or green (Invitrogen, cat# L23105 and # L23101) and left for 5 min at RT in the dark. Cells were spun down and incubated with purified anti‐CD16/32 (if not already done with the CCR7 staining) in 50 µL. An antibody mix was prepared at 2X, and 50 µL was added on top of the CD16/32 blocking step. The antibodies used for flow cytometry are listed in Table S2. Cells were resuspended and incubated for 30–40 min at 4°C in the dark. Samples were washed and fixed for 5 min (FIX&PERM Solution A, Nordic MUbio) and resuspended in FACS buffer.

For cytokines staining, cells were permeabilised using the CytoPerm buffer (BD Cytofix/CytopermTM Fixation/Permeabilisation Kit, cat# 554714) after the fixation step for 20 min, spun down, and antibodies were added at 1:75 in 50 µL of CytoPerm buffer for 45 min. Cells were washed two times with CytoPerm buffer and resuspended in FACS buffer for acquisition. For analysis, samples were acquired using a BD FACSymphony A5 (BD Bioscience) or an ID7000 (Sony Biotechnology). Analyses were performed using FlowJo software (BD Bioscience).

### 4.7 Generation of the scRNAseq Dataset

A cohort of WT (25 males and 12 females), *sGsn^−/−^* (15 males and 16 females) and *sGsn^−/−^ Clec9a^−/−^* (17 females and 10 males) mice was prepared. Mice were co‐housed for more than 3 weeks before being injected with MCA205 LA‐OVA tumours on both flanks, and tumours were harvested on day 5. Tumours were pooled per genotype for the processing and sorting. For the processing and digestion, five tumours were pooled together. Tumours were cut into pieces in GentleMACS C tubes (Miltenyi, cat# 130‐093‐237), and digested in 6 mL of the digestion mix containing Collagenase IV (200 U/mL, Worthington) and DNase I (0.2 mg/mL, Roche) in RPMI. Before incubation, GentleMACS tubes were put on a GentleMACS dissociator using the m_impTumour_02 program. Tumours were then digested on a shaker at 37°C for 40 min, following which the tubes were put again on the GentleMACS dissociator using the m_impTumour_03 program. Tumours were filtered as described above, and leukocytes were enriched using the Percoll strategy as described above. Samples were pooled per genotype for staining. Cells from each genotype were sorted in parallel on three BD FACSAria Fusion cell sorters (BD Bioscience). Pre‐cDCs (CD135^+^ CD43^+^), cDC1s (XCR1^+^) and cDC2s (Sirpa^+^) were identified by first gating on Live (LiveDead Green^−^) CD45^+^Lineage^−^ (CD19^−^, TER‐119^−^, Ly6G^−^, B220^−^, Cd3e^−^, NK1.1^−^, Siglec‐F^−^ and Ly6D^−^) CD11c^+^ MHCII^+^ CD88^−^ and in Eppendorf tubes prefilled with RPMI and 10% of FCS. A maximum of 20,000–40,000 cDC2s were sorted per genotype. For each genotype, between 8000–13,000 cDC1s, 11,000–14,000 pre‐cDCs, and 10,000–20,000 cDC2s were pooled, centrifuged, and resuspended in 50 µL. Viability was assessed, and samples were loaded onto a 10X Genomics Chromium. Libraries were generated and sequenced by Illumina sequencing.

### 4.8 scRNAseq Analysis

Raw reads were processed using the Cell Ranger pipeline and aligned to the mm10 reference transcriptome using the count function of cellranger. Barcodes, features and matrix files were generated for each genotype and explored using the Seurat package (v3) [42] in R (v4.0.0.). Seurat objects were generated for each genotype using cells for which at least 200 “features” (or genes) were detected, and genes that were expressed in at least three cells. For each genotype, the data were normalised, and the top 2000 most variable genes were identified using the “vst” selection method embedded in Seurat. The three Seurat objects were integrated to reduce putative batch effects using the integration functions of Seurat. Principal component analysis (PCA) of the integrated scaled data was run, and a UMAP was generated based on the first 50 PCs. Clusters were generated using the FindNeighbors on the PCA reduction of the data and the FindClusters function of Seurat. Differentially expressed genes (DEGs) were generated for each cluster using a Wilcoxon rank‐sum test. Clusters were annotated on the basis of canonical genes expressed on different immune populations, such as *Cd7* for pre‐cDCs, *Xcr1* for cDC1s, *Itgam* for cDC2s and *Ccr7* migratory cDCs, respectively. *Siglech*, *Cd8*, *Mki67* and *Ncr1* expression were used to identify pDCs, CD8^+^ T cells, proliferating cells and NK cells, respectively. For the initial exploration of the data, obvious clusters of dying cells that were enriched in mitochondrial transcripts were identified and excluded from further analyses. For the subsequent analyses, the means and the standard deviations of the percentages of mitochondrial transcripts were calculated, and cells for which this value was higher than the mean plus two times the standard deviation were removed.

Cells from the cDC lineage were re‐analysed separately by extracting their cell IDs and by generating new Seurat objects, and using the same strategy as described above. DEGs of the cDC1 clusters were generated using the FindAllMarkers function of Seurat, and the top5 or top10 DEGs for each cluster were generated based on the average log2FC.

Tumour cDC1s and splenic cDC1s [15] were integrated using Seurat, as described above. Metadata from splenic cDC1s were overlayed on the integrated UMAP space to identify regions of pre‐cDC1s, “immature” cDC1s and “mature” cDC1s.

### 4.9 Tissue Preparation for Microscopy

Tumours were harvested and transferred immediately in 4% paraformaldehyde (PFA) by diluting four times 16% PFA (Generon, Electron Microscopy Sciences) in PBS, and left overnight at 4°C.

For fixed‐frozen sections, tissues were next transferred to 30% sucrose and left for at least 24 h at 4°C. Tumours were dried gently by using tissues to absorb liquid and transferred to a cryomold cassette of 15 mm × 15 mm × 15 mm (Sakura), prefilled with OCT compound (VWR). The cassettes were transferred on a metal block that had been put on dry ice 30 min before to cool down. Tumours in OCT were preserved at −80°C.

Tumour sections were prepared using a Leica 3050 cryostat to generate 10–30 µm frozen sections on SuperFrost Plus adhesion slides (Thermo Fisher). Sections were left to dry for 20 min and transferred to −80°C until staining.

For FFPE sections, tissues were transferred in 70% ethanol after fixation and processed to paraffin on the Sakura VIP6 AI tissue processor before embedding in paraffin and storing at room temperature. 3–8 µm sections were cut on a rotary microtome onto Plus+Frost positively charged slides (Solmedia Ltd.). Sections were drained, baked for 60 min on a 60°C hotplate and then stored at 4°C until staining.

### 4.10 Immunofluorescence Staining

For fixed frozen sections, slides were taken out of the −80°C, dried for 30 min and rehydrated using PBS. Sections were blocked for 1 h at room temperature (RT) using blocking buffer containing 0.3% Triton and 3% BSA in PBS. Primary antibody staining mix was prepared in blocking buffer and applied to the tissue section by drawing boundaries around the tumour using a hydrophobic PAP pen (Vector Laboratories) or using Parafilm to cover and spread the staining mix homogeneously on the slide. The antibodies used for staining are listed in Table S2. The primary staining was performed overnight in a humidified chamber at 4°C. Slides were washed three times for 10 min by adding fresh PBS to the tumour sections. When needed, sections were blocked with goat, rat or rabbit serum at 1:50 before the secondary staining step. Secondary staining was performed for 1 h at RT. Slides were washed three times with PBS. Optionally, tumours were stained for 5 min with Hoechst (Thermo Fisher Scientific, 1:500 in PBS) and washed again three times. Sections were mounted using ProLongTM Diamond Antifade Mountant (Thermo Fisher Scientific).

FFPE sections were stained on the Leica Bond Rx automated stainer using sequential application of primary antibody, HRP‐secondary and Opal TSA fluorophore (Akoya Biosciences), followed by antigen retrieval heat stripping of the primary–secondary complex and application of the next antibody (Table S2).

### 4.11 Combined RNAscope and Immunofluorescence Staining

8–10 µm FFPE sections from MCA205 LA‐OVA‐mCherry tumours from *Xcr1‐* Venus mice were defrosted, fixed for 10 min in 10% NBF, washed with PBS and baked for 30 min at 60°C. Sections were then stained on the Leica Bond Rx automated stainer using RNAscope LS Multiplex Fluorescent assay (322800 ACD Bio‐Techne), applying a 5 min target retrieval at 88 ° C followed by a 10 min protease treatment at room temperature. For 5 µm FFPE sections, a 15 min target retrieval at 95°C followed by 15 min protease treatment at 37°C was used.

The following probes were used: Mm‐Cxcl9 (489348 Bio‐Techne) and Mm‐Il12B‐C2 (319558‐C2 Bio‐Techne). Following RNAscope, sections were stained with anti‐GFP to amplify the Venus signal using the antibody at 1:300 (Ab6673 Abcam) and ImmPRESSÒ HRP Horse Anti‐Goat IgG Polymer (MP‐7405‐50 2BScientific), and with anti‐CD8 (Abcam ab217344) and anti‐CD31(R&D AF3628) to stain additionally for blood vasculature and CD8^+^ T cells. Opal TSA fluorophores (Akoya Biosciences) were used (Table S2).

### 4.12 Image Acquisition and Stitching

Sections were imaged using a 10X air or a 40X oil immersion objective on a LSM880 inverted confocal microscope (Zeiss), or using the Phenoimager HT (Akoya Biosciences). Spectral unmixing was performed when necessary to remove bleedthrough between Opal fluorophores using the Inform software from Akoya Biosciences, using a synthetic Opal spectral library and a representative autofluorescent image of the tumour tissue. For confocal microscopy, tile scans and z‐stacks were acquired with an optimal step size, a pinhole of 1 AU, and 0% overlap between tiles. Images were acquired using 1024 × 1024 voxel density and a bit depth of 16 Bit. Images were stitched in Zen Blue.

Imaging software such as Imaris or Fiji was used to generate the figures. For the representation of TCF1 staining in CD8^+^ T cells, CD8^+^ T cell masks were identified using cellpose v3.0.8 [40] and overlayed on the image in Fiji. TCF1 staining was shown within CD8^+^ T cells to generate Figure 5A.

### 4.13 Surfaces Extraction Using Imaris

Imaris (Imaris version 9.9.1) was used to extract surfaces (or masks) of cells and features of the TME.

Briefly, cDC1, CD8^+^ T cell, CD4^+^ T cell and TCF1 surfaces were generated by smoothing the data using a surface detail of 1.66 µm, and the thresholding was done after background subtraction. The thresholding was done by manually adjusting the minimum signal above the background. For CD8^+^ T cells, touching cells were separated into distinct surfaces by enabling the “split touching objects” function based on morphological split. Objects below or above a certain size were filtered out by manually setting up the thresholds.

To extract surfaces of tumour cells and endothelial cells, tumour cell areas and blood vessels were artificially divided into smaller surfaces that could be used to capture the distribution of endothelial “cells” and tumour “cells” by CytoMAP. As for the cDC1s and CD8^+^ T cells, blood vessel surfaces were generated using the smoothing function and background subtraction. After removing the background signal by setting a threshold manually, the vessel structures were artificially separated into smaller surfaces using the function “split touching objects”. A similar strategy was used to generate the tumour cell surfaces, but a surface detail of 5 µm was used. For some tumour sections where tumour cells had not been stained, autofluorescence from other channels and/or serial sections stained for tumour cells were used to manually identified tumour regions in Imaris.

IL12b and Cxcl9 surfaces were extracted using a similar strategy as described above. cDC1s were first generated in Imaris as described above and then classified as *Il12b* or *Cxcl9* based on the overlap (generated with the surface‐to‐surface statistic functions of Imaris) between the cDC1 surfaces and the respective RNAscope probe surfaces.

Metadata for individual surfaces were extracted using the “Statistics” function of Imaris.

### 4.14 Image Registration

Serial sections were registered using the bUnwarpJ plugin in Fiji. A transformation matrix was obtained by specifying a source and a target image, corresponding to the two serial sections to be aligned. Landmark points were added on the source image and moved manually in the target image to identify corresponding regions in the two images. bUnwarpJ was used to generate the transformation matrix based on the respective landmark. The transformation matrix was converted into a raw transformation matrix and applied to the coordinates of Imaris surfaces.

### 4.15 CytoMAP Analysis

Individual csv files were generated for each cell type and each section using R. Briefly, the files generated by Imaris were merged into tables of features (including Position X, Position Y, Position Z, intensity of channels, etc.) for each of the surfaces from a cell type and exported as csv file. The CytoMAP platform was run locally on MATLAB. Samples, each corresponding to a folder containing four csv files (one for CD8^+^ T cells, one for blood vessels, one for cDC1s and one for the tumour cells), were loaded on the CytoMAP platform. Raster‐scanned neighbourhoods of 50 µm were generated for each sample, and neighbourhoods were classified into regions using NN self‐organising map and based on the cell type composition of the neighbourhoods. To choose the number of regions, we evaluated the Davies Bouldin and Calinski‐Harabasz values obtained for different numbers of clusters using a dataset of nine samples from one experiment on the CytoMAP platform. When plotting these values for each number of clusters obtained, we identified six as a good number of regions giving rise to a high Calinski‐Harabasz value and a low Davies Bouldin value, while marking an elbow on the respective plots. In addition, CytoMAP was also used to calculate distances to cells, masks and manually‐defined polygons. Statistics were exported to obtain the regions’ compositions (as mean number of CD8^+^ T cells, blood vessels, tumour cells, and cDC1s per neighbourhood), the classification of individual cells and neighbourhoods into regions, and, when applicable, the distance of individual cells to specific features. When stated, the region interaction heatmap was exported for each tumour to represent the percentage of shared borders between regions.

Plots showing CytoMAP regions and/or cells on tumour sections were generated using R.

### 4.16 Generating TCF1^+^ CD8^+^ T Cell‐Enriched Regions

To calculate distances of cDC1s and cDC1 states to regions enriched in TCF1^+^ CD8^+^ T cells, density distributions of TCF1^+^ CD8^+^ T cells were generated in MATLAB using the ksdensity function based on the coordinates of TCF1^+^ CD8^+^ T cells. A Bandwidth of 100 and BoundaryCorrection reflection were used to calculate the ksdensity densities. Regions enriched in TCF1^+^ CD8^+^ T cells were established by thresholding the distributions above 0.5 × 10^7^ to represent regions dense in TCF1^+^ CD8^+^ T cells.

### 4.17 Analysis of MERFISH Dataset

Data were downloaded from https://zenodo.org/records/7758080 [12]. Segmented cells were analysed separately using Seurat for each patient. *CCR7* and *CXCL9* cDC1s were identified by first filtering out cells for which *XCR1* counts were lower than 3 and generating UMAP embedding and clustering using Seurat as described above. Cells in clusters enriched in either *CCR7* or *CXCL9* were exported for the following analyses.

Of note, only three samples included clear populations of *CCR7* or *CXCL9* cDC1s and were used for follow‐up analyses: Sample 1003, Sample 1012_0 and Sample 1012_1. For these samples, segmented cells enriched in *TCF7* were identified using a similar strategy: segmented cells, for which *CD3E* counts were higher than 5, were clustered using Seurat and clusters enriched in *TCF7* transcripts were kept. Regions enriched in *TCF7* cells were generated as described above. Distances of *CCR7* and *CXCL9* cDC1s to these masks were calculated using CytoMAP as described above.

### 4.18 Statistics

GraphPad Prism software (GraphPad) was used to generate statistical analyses. The means and the standard error of the mean SEM were plotted, unless stated otherwise. The statistical analyses used are indicated in the figure legends.

## Author Contributions

**Conceptualisation**: Cécile Piot, Caetano Reis e Sousa. **Experimental design**: Cécile Piot, Mariana Pereira da Costa, Adi Biram, Carlos M. Minutti, Michael D. Buck, Neil Rogers, Caetano Reis e Sousa. **Experimental procedures/investigation**: Cécile Piot, Mariana Pereira da Costa, Adi Biram, Carlos M. Minutti, Kok Haw Jonathan Lim, Mary Green, Ania Mikolajczak, Lucy Meader, Michael D. Buck, Ana Cardoso, Neil Rogers. **Data analysis**: Cécile Piot, Robert P. Jenkins. **Writing–original draft**: Cécile Piot, Caetano Reis e Sousa. **Writing–revisions**: Cécile Piot, Caetano Reis e Sousa. **Funding acquisition**: Caetano Reis e Sousa. **Project administration**: Caetano Reis e Sousa. **Provision of resources**: Caetano Reis e Sousa, Erik Sahai.

## Conflicts of Interest

C.R.S. is a founder of Adendra Therapeutics and owns stock options in or is a paid consultant for Adendra Therapeutics, Montis Biosciences and Bicycle Therapeutics, all unrelated to this work. E.S. receives grant support from Novartis and consults for Phenomic AI. The remaining authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available at https://publons.com/publon/10.1002/eji.70011.

## Supporting information

**Supporting File 1**: eji70011‐sup‐0001‐SuppMat.pdf.

## Data Availability

The scRNAseq data that support the findings of this study are openly available in Gene Expression Omnibus under accession number GSE299649.

# Supplementary material for: Spatial Organisation of Tumour cDC1 States Correlates with Effector and Stem‐Like CD8+ T Cells Location
**Source:** Eur J Immunol. 2025 Jul 31;55(8):e70011. doi: 10.1002/eji.70011
**Supplement:** Supplementary file 1 — Supporting File 1: eji70011‐sup‐0001‐SuppMat.pdf.

## Table S2

### Antibodies used for FFPE staining

### Antibodies used for Fixed Frozen IF staining

### Antibodies used for Flow cytometry Staining

How the deposited data were processed for this re-analysis (not part of the article)

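The scRNAseq experiment measured sorted pre-cDCs, cDC1s and cDC2s from MCA205 LA-OVA tumours on day 5, in 3 libraries from pooled WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* mice. Imaging, flow cytometry, RNAscope, the integration with splenic cDC1s and the human data are not analysed here. The authors deposited raw UMI counts per gene and barcode for each library, made with Cell Ranger from reads aligned to the mm10 reference transcriptome, and these counts include no normalisation. The authors also deposited a table of 5806 cDC1s with the library, the cluster, the UMI count and the gene number of each cell. Mitochondrial shares were computed here from the matrices. Coordinates on the authors' UMAP, a score without units, are in the same deposited table and were not used here. According to the methods, the authors kept cells with at least 200 genes, integrated the 3 libraries with Seurat, removed clusters of dying cells and cells with a mitochondrial share above the mean plus 2 SD, and called the clusters on the integrated data. The counts used here are those of the matrices, before that integration.

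Sums of counts per library and cluster were compared with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, the quasi-likelihood F-test and Benjamini-Hochberg adjustment at 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of F. Counts of genes past the threshold are reported for cluster 8 and cluster 10, each against the other cDC1s, and for cluster 8 against cluster 10, and 9 further comparisons are reported for the genes named by the paper only. The sums of 1 library in the groups compared come from the same pool of mice, so the library pairs them by design. The correlation of their deviations from the group means was 0.238, 0.166 and 0.243 for the 3 libraries in the comparison of clusters 4 and 1 and lay between -0.0155 and 0.0935 for cluster 8 against cluster 10. The library as a block was an alternative, together with DESeq2 1.42.0, library size without TMM factors, no filter on low counts, each library left out in turn, cells thinned to 3900 UMIs, and doublets left out. Counts were simulated once from the real means and library sizes, with 200 genes changed by 1 or 2 on the log2 scale in either direction. None of the changed genes was among the least abundant. The test recovered 85% of the changed genes for cluster 8 against the other cDC1s (10705 genes), 57.5% for cluster 10 against the other cDC1s (10480 genes) and 86.4% for cluster 8 against cluster 10 (3904 genes). Of the genes called in these simulations, 7.61%, 4.96% and 7.07% were unchanged, the first and the last above the threshold of 0.05. These shares hold for that setting only. Its sums were not paired by library, and fewer genes were changed than passed the threshold in the data.

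Genes were named by a rule: those the paper names for these data, the 5 largest and 5 smallest log2 fold changes of cluster 8 against cluster 10, and the 5 largest and 5 smallest ratios between genotypes among genes at 50 CPM or more, with 0.5 CPM added for ranking. The values of Table S1, as used here part of cluster 6 and clusters 7 to 11, had been seen before the rule was set. A fold against a group with no counts is a lower bound with a floor of 3 counts over the group. Shares carry exact Clopper-Pearson 95% intervals and CPM of single libraries exact Poisson intervals, both for counting error only.

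All barcodes were clustered with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15 on log-normalised counts, with 2000 variable genes, 50 principal components on values centred within each library, 20 nearest neighbours and a Leiden resolution of 1. A cluster was named only if it carried at least 3 markers of a type, a marker counting where at least 10% of the cells held it and its CPM was at least 2-fold the median over clusters. After a first look the naming rule was amended, so that a cluster whose 10 leading genes hold more markers of another type takes that name or none, and a cluster made mostly of doublets stays unnamed. Scrublet's automatic threshold called 481 barcodes in the WT library, 0 in the *sGsn-/-* library and 540 in the *sGsn-/- Clec9a-/-* library. As it had not worked in 1 library, a second setting took the 6% of barcodes with the highest scores in each library, 765, 490 and 555 barcodes, and this was chosen after the data were seen. The pool of cells in which cDC2 states were sought, the need for all 7 markers, the need for at least 1 of them among the 10 leading genes, the need for more *Itgam* and *Sirpa* than *Xcr1* and *Clec9a*, and the use of NK-like cells as the background for detection were also chosen after the data were seen. Thinning drew 3900 UMIs per cell, the value at the 5th percentile of cDC1s, and left out 288 of the 5806 cDC1s.

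The depth of a sum limits what it can show. Cluster 8 summed to 2817896 UMIs and cluster 10 to 891318, so that fewer genes could be tested where cluster 10 took part. Gene symbols are those of the matrices, and the 38 symbols shared by more than 1 gene were kept apart by identifier. The gene lists of the published signatures in Fig. 3C were not used here, and no signature score was computed. Results for some genes are not reported here.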

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

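Both tests in this part were chosen only after the result was seen. Among the 28855 barcodes, 4705 (16.3%) fell in 4 clusters named monocyte- or macrophage-like from their markers. The paper's text does not name such cells in its scRNAseq data. They are not among the dying, T, NK, plasmacytoid and proliferating cells that it lists as excluded. The largest cluster held *Itgam* at 258 CPM and *Sirpa* at 170 CPM, the paper's markers of cDC2s. Whether these barcodes stayed in the paper's cDC2 region was not tested. The largest of these clusters (2986 barcodes) was led by *Apoe*, *C1qa*, *C1qc* and *C1qb*, and the others by histone and cell cycle genes (754), *Hspb1* and *Arg1* (581) and interferon-induced genes (384). The paper's gates for CD11c and MHCII and against CD88 and lineage markers set which cells reached the libraries. These barcodes held *C1qa* at 1663 ± 199.6 CPM and *Apoe* at 2045 ± 314 CPM (SD, n = 3 libraries), while cDC1s outside clusters 8 and 10 held *Apoe* at 21.8 ± 4.43 CPM and *C1qa* at 6.94 ± 1.77 CPM. RNA free in the suspension gives all cell types a like low level, and a *C1qa* level of 1663 CPM in these barcodes argues against it. Doublets of a cDC and a macrophage could not be excluded. The values differed between the clusters. In the cluster of 754 the median barcode carried 190.3% of the median UMIs of its library and 111 barcodes were among those with the highest doublet scores. That cluster was cycling (*Mki67* in 95.5% of barcodes), and a proliferating-like cluster of 668 barcodes carried 188.7% with 37 such scores, so its UMIs do not speak for doublets alone. In the clusters of 2986, 581 and 384 the median barcode carried 117%, 102% and 98.9%, with 92, 13 and 8 such scores, fewer than the 6% called overall. *Flt3*, which marks cDCs, was at 25.0 ± 3.81 CPM over all 4 clusters (17.5 CPM in the largest), which is 98.7% of the average of cDC2-like cells and 0, the level such doublets would have, and the median of 15069 UMIs per barcode was above the 13251 of cDC2-like cells. That average depends on a cDC2-like cluster of 1705 barcodes with *Flt3* at 26.0 CPM and 6 of the 7 monocyte or macrophage markers, against 63.0 and 78.9 CPM in the other 2 cDC2-like clusters, so the match is uncertain. Cells of 1 type that express both sets of genes would give the same level, so these cannot be told apart from doublets with the transcripts examined here. No biological explanation was tested.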

How the results depend on the processing

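The splits of the libraries described in this part were chosen only after the result was seen, and so were 2 of the alternative settings, leaving out the 6% of barcodes with the highest Scrublet scores and adding an interferon-led sub-cluster to cDC2 cluster 10-like. The other alternatives were chosen before the data were examined. Of 78 tests of named genes, 74 passed the threshold, and 66 kept their direction and their side of the threshold under each alternative that gave a value. The other 12 are named here. With cells thinned to 3900 UMIs, *Il15ra*, *Tmcc3*, *Mreg* and *Iigp1* were among the genes not tested in cluster 8 against cluster 10, for want of counts. Leaving out doublets by either rule and testing without a filter on low counts changed no call of a named gene.

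In cluster 8 against cluster 10, *Cd40* changed sign without the WT library, from 0.30 to -0.031 (up to 0.48 without another library), and passed in none of these. It passed at 0.54 when cells were clustered anew on 1 random part of their UMIs and tested on the other. The clusters compared there hold partly other cells than clusters 8 and 10. *Cd274* passed in that setting (0.67) and, between clusters 8 and 10, without the *sGsn-/- Clec9a-/-* library. *Cd86* was lost without the WT library, *Cd83* without the *sGsn-/-* library, without the *sGsn-/- Clec9a-/-* library and without TMM factors, and *Ccl22* and *Il4i1* with DESeq2. *Cxcl16* in cluster 10 against clusters 7 and 9 was lost without the WT library and with thinned cells, and the 5 mitochondrial genes of cluster 11 were lost with thinned cells, where 6 of its 60 cells remained. Apart from that loss of cells, the cause was not tested. In the other 24 tests on the second part of the UMIs the call was the same.

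The number of genes past the threshold in cluster 8, 4569, was 3143 without the WT library, 2989 without the *sGsn-/-* library and 4629 without the *sGsn-/- Clec9a-/-* library, and 2979 with thinned cells, of which 2771 were among the 4569. For cluster 10 the number fell from 798 to 357, 318 and 334 without the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries, and to 432 with thinned cells (358 shared). For cluster 8 against cluster 10 it was 1479, and 950, 939 and 1697 without each library in the same order, and 743 with thinned cells (671 shared). Fewer libraries and fewer counts leave less to test with, since thinning left 9069, 8864 and 1940 genes to test in the 3 comparisons. Why the number rose without the *sGsn-/- Clec9a-/-* library in 2 of the comparisons was not tested. DESeq2 called 4550, 1099 and 1118 genes, and gave no adjusted p for 1444 genes in cluster 10.

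Scaling and filtering shifted the balance of directions. Without TMM factors 1898 genes were higher and 3036 lower in cluster 8 (with them 2331 and 2238), 433 and 276 in cluster 10 (398 and 400), and 624 and 972 in cluster 8 against cluster 10 (796 and 683). Without a filter on low counts it was 2398 and 2849, 459 and 594, and 1317 and 644 in the same order, over more genes. With DESeq2 the balance in cluster 10 was 731 higher and 368 lower. No named gene changed direction with scaling. With the library as a block, which follows the pairing of the sums, the numbers were 4317, 533 and 1439, and no call of a named gene changed.

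Chance cannot be excluded for these counts by splitting the sums in other ways, since 3 sums against 3 allow 10 splits. In each of the 3 comparisons 1 split of 10, the real one, gave as many genes. The sums are paired by library, and 4 of the 10 splits part all 3 pairs. Those other than the real one gave 0 genes with edgeR's adjusted test, and the splits that part fewer pairs gave at most 0, 3 and 0 genes in the 3 comparisons.

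Of 177 shares of clusters and states recomputed with other cells, 173 stayed within the 95% interval of the reported value. With cells of at least 3900 UMIs only, the share of cluster 8 in the *sGsn-/-* library fell to 5.23%, and that of cluster 11 to 0.0445%, 0.249% and 0.0601% in the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries, since most of its cells are shallower than that. In expression by genotype, weighting the 12 clusters equally reversed the log2 ratio of *sGsn-/-* to WT for *Ccl17* (-0.48) and *Plet1* (-0.026), and the cause was not tested beyond that weighting.

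The number of pre-cDC-like barcodes, 1208, was 2833 and 2649 at Leiden resolutions of 0.5 and 2 and 2651 with 30 principal components, and that of proliferating-like barcodes rose from 907 to 1851 with 30 principal components. The cause was not tested. The Spearman correlation between the cDC1 and cDC2 states was 0.709, with 0.778 over genes of at least 100 CPM. It lay between 0.639 (without the *sGsn-/-* library) and 0.687 with each library left out in turn. Detection in single cells depended on depth. Without thinning, *Il12b* was detected in 6.58% of cDC1s in place of 4.31%, *Ccr7* in 2.29% of those without *Il12b* in place of 1.05% and *Cxcl9* in 11.0% of those without *Il12b* in place of 7.31%. *Cxcl9* was detected in 25.4% of cluster 8 cells after thinning, in 30.2% unthinned and in 20.8% when at least 2 UMIs were asked for.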

Differences from the paper's values

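In the paper the pre-cDCs number about 2600 in Fig. 2A, read by eye, against 1208 pre-cDC-like barcodes here, on names rebuilt from marker genes. Of the alternatives set before the data were examined, a Leiden resolution of 0.5 (2833 barcodes), a resolution of 2 (2649) and 30 principal components (2651) gave values within 1.5 times the paper's, and leaving out Scrublet's automatic calls (1276) did not. Leaving out the barcodes with the highest Scrublet scores, chosen after seeing the values, gave 1535 and did not. The 3 settings that came near for pre-cDCs went further from the paper for cDC2s, which number about 9600 in Fig. 2A, read by eye, against 6836 cDC2-like barcodes here, within 1.5 times. They gave 5852, 4998 and 5232 in the same order, none within 1.5 times. For cDC1s the number printed in Fig. 2A matches the 5806 of the deposited table.

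For genes of clusters 7 to 11 named by the paper, 50 entries of Table S1 were recomputed with cells as units, as the paper's test took them, and the largest gap was 0.0006 for an average log2 fold change and 0.0490 for a percent of cells. Over the 2549 genes matched in the part of Table S1 used here, 99.96% of the average log2 fold changes lay within 0.001 of the paper's. The tests reported above take libraries as units, so their fold changes are on another footing than those of Table S1.

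The paper states that the 3 genotypes contributed to the cDC1 clusters in equal measure. Here the 95% counting intervals of the highest and lowest genotype overlapped in 9 of 12 clusters. They did not in cluster 2, cluster 3 and cluster 8, where *sGsn-/-* cDC1s had the lowest share of clusters 2 and 3 and the highest share of cluster 8, 6.66% against 3.21% in *sGsn-/- Clec9a-/-* cDC1s. With 1 library per genotype these intervals cover counting error only. For expression, the Pearson correlation of log2 CPM between cDC1s was 0.996 for *sGsn-/-* and WT and 0.988 for *sGsn-/- Clec9a-/-* and *sGsn-/-*, over 2520 and 2466 genes.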

Other observations

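Several tests in this part were chosen only after the result was seen, namely those of UMIs per cell, doublets and cDC2s for the share of cluster 8, those of exchanged labels and exchanged numbers for the sexes, the equal weighting of clusters for *Hspa1b*, the tests of the cells with *Cd209a* and that of NK-like cells for *Cxcl9*. The use of doublet counts for *Cxcl9* in cluster 8 was also chosen after the values were seen.

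Cluster 8 made up 6.66% of the cDC1s of the *sGsn-/-* library and 3.21% of those of the *sGsn-/- Clec9a-/-* library, a ratio of 2.08. Shallower cells in 1 library would bring the ratio near 1 among cells with at least 3900 UMIs, and it was 1.98. Leaving out the barcodes with the highest doublet scores gave 2.02. Among cells with *Xist* and no Y-linked transcript, which takes the mix of sexes out, it was 2.31. These 3 explanations are argued against. The cDC2 cluster 8-like cells, in which 6 *Clec9a* UMIs were counted, differed in the same direction, with 4.56% (3.52 to 5.79) of the cDC2-like cells and both cDC2 states taken as 1 total (1382 cells) in the *sGsn-/-* library, 1.09% (0.690 to 1.63) in the *sGsn-/- Clec9a-/-* library (of 2116) and 2.18% (1.72 to 2.71) in the WT library (of 3535), a ratio of 4.19 between the first 2. A difference between the libraries that reaches more than cDC1s, such as the handling of the pools or the tumours of those mice, is therefore a candidate explanation. It cannot be told apart from an effect of genotype, because each genotype is 1 library, and the effect of genotype itself stays open and untested.

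The pools held 67.6%, 48.4% and 37.0% males in the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries, so the share of Y-linked UMIs would fall in that order if the labels and numbers hold. It did not. Y-linked UMIs made up 12.7%, 22.6% and 13.2% of Y-linked and *Xist* UMIs in cDC1s. Male cells were rarest in the WT library in cDC1s (19.3%), cDC2-like cells (16.4%), NK-like cells (14.5%) and monocyte- or macrophage-like cells (13.8%), and most frequent in the *sGsn-/-* library in each. An exchange of the WT and *sGsn-/-* labels would put the library now labelled WT second with 48.4% males, above the *sGsn-/- Clec9a-/-* library, while its 19.3% was the lowest of the 3, against 23.6% in the *sGsn-/- Clec9a-/-* library. If the numbers of males and females of the WT pool were exchanged in the methods, the pool would hold 32.4% males and the order would be that observed. That account was found from the same data. The labels and numbers as given, an exchange of labels and an exchange of numbers cannot be told apart if mice gave unequal numbers of cells. *Clec9a* fixes the label of the *sGsn-/- Clec9a-/-* library. For the other labels only the sexes were examined, and they do not settle them, because how many cells each mouse gave is not known here.

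Some differences between libraries were not confined to cDC1s. *Hspa1b* was lower in the *sGsn-/-* than in the WT library, with a log2 ratio of -1.05 in cDC1s, and weighting the 12 clusters equally left -0.88, which argues against a different mix of clusters. In NK-like cells it was -0.91, in cDC2-like cells -0.85 and in monocyte- or macrophage-like cells -0.42, in line with a difference that reaches each of these types, though less in the last. *Gm42418* was higher in the *sGsn-/- Clec9a-/-* than in the *sGsn-/-* library, by 0.94 in cDC1s and 1.07 in NK-like cells, and *Cebpb* was lower, with log2 ratios of -1.68 in cDC1s, -0.90 in cDC2-like cells and -1.55 in monocyte- or macrophage-like cells. Both fit a difference between libraries that is shared by several cell types. Whether it comes from the genotype, the tumours or the handling of the pools was not tested, since each genotype is 1 library.

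Clusters 8 and 10 lie between cDC1s and cDC2s on the authors' UMAP, and doublets of a cDC1 and a cDC2 would carry *Itgam*, *Sirpa* and *Cd209a* near the average of both subsets. The median level over these genes was 4.70% of that average in cluster 8 (17.3% for *Sirpa*) and 5.24% in cluster 10, and the cells of both clusters held fewer UMIs than the other cDC1s (medians of 10867 and 11132.5 against 13592), which argues against doublets with cDC2-like cells. The average took cDC2-like cells as a whole, with *Itgam* at 248 CPM. The sub-clusters of cDC2 cluster 8-like cells held *Itgam* at 5.19 and 30.4 CPM, so these levels do not exclude doublets with activated cDC2s. The exception to the low levels was *Cd209a* in cluster 10, at 92.9% of the average.

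That *Cd209a* came from few cells. In cluster 10, 16 cells with 4 or more *Cd209a* UMIs (4 WT, 10 *sGsn-/-* and 2 *sGsn-/- Clec9a-/-*) held it at 1116 CPM. If they were cDC2s they would lack *Clec9a*, and it was at 132 CPM in their WT and *sGsn-/-* cells, near the 149 CPM of the other 60 cells of the cluster and above the 8.73 CPM of cDC2 cluster 10-like cells. *Itgam* (12.8 CPM, 95% counting interval 1.55 to 46.3) and *Sirpa* (6.41 CPM, 0.162 to 35.7) were below those cDC2s. If they were doublets of a cluster 10 cell and another cell they would hold *Xcr1* at about the average of 216 CPM and 0, and 0 *Xcr1* UMIs were counted in 155954 UMIs, an upper limit of 23.7 CPM. Both accounts are argued against. A hypothesis that remains is that these are cells with *Clec9a* and without *Xcr1* that share the *Cxcl9* state, but they were singled out from the same data by their *Cd209a*, and free RNA was not tested for them. The threshold of 4 UMIs was chosen after the values were seen.

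*Cxcl9* and *Il12b* were not exclusive at the level of transcripts. After thinning to 3900 UMIs, *Cxcl9* was detected in 20.6% ± 2.07 of cDC1s with *Il12b* and 7.31% ± 0.603 of those without (SD, n = 3 libraries; unthinned, 22.3% ± 2.09 and 11.0% ± 1.03). It was detected in 25.4% ± 2.32 of cluster 8, 24.9% ± 1.07 of cluster 7, 32.5% ± 5.44 of cluster 9 and 93.0% ± 1.77 of cluster 10. Free RNA would give NK-like cells a like share, and it was 0.388%, which argues against free RNA as the source. Doublets of clusters 8 and 10 would be few, since cluster 10 held 76 of the 5806 cDC1s. *Cxcl9* was detected in 77 of the 255 cells of cluster 8 (unthinned), and 8 of the 255 were marked as doublets by the 6% rule. These values argue against such doublets as the source in most of these cells. The paper reports the 2 proteins as exclusive by flow cytometry, in other cells than these.

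The paper also reports by flow cytometry that cDC1s with IL-12p40 carry more CD86, CD40 and PD-L1 than those with CXCL9, and that cDC2s with IL-12p40 are very rare. Those are other samples and another assay. In the transcripts, *Cd40* and *Cd274* did not pass the threshold between clusters 8 and 10 (0.30 and 0.40 on the log2 scale). Between these clusters *Cd274* passed without the *sGsn-/- Clec9a-/-* library (0.75). Both genes passed when cells were clustered anew on 1 random part of their UMIs and tested on the other (0.54 and 0.67). The clusters compared there hold partly other cells than clusters 8 and 10. *Cd86* was higher in cluster 8 (0.69), and cDC2 cluster 8-like cells held *Il12b* at 515 ± 133 CPM (904 CPM in a sub-cluster of 94 cells and 164 CPM in the other, of 69), against 1856 ± 721 CPM in cDC1 cluster 8. Those cDC2s made up 2.18%, 4.56% and 1.09% of cDC2-like cells and both cDC2 states in the WT, *sGsn-/-* and *sGsn-/- Clec9a-/-* libraries. Their level describes a small part of the cDC2s, while the paper's statement covers the tumour cDC2s as a whole.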
